# Colitis-induced upregulation of tumor necrosis factor receptor-2 (TNFR2) terminates epithelial regenerative signaling to restore homeostasis

**DOI:** 10.1016/j.isci.2023.107829

**Published:** 2023-09-04

**Authors:** Zohreh Sharifkhodaei, Cambrian Y. Liu, Nandini Girish, Ying Huang, Shivesh Punit, M. Kay Washington, D. Brent Polk

**Keywords:** Physiology, Molecular biology, Immunology, Cell biology, Omics, Transcriptomics

## Abstract

Colonic epithelial repair is a key determinant of health. Repair involves changes in epithelial differentiation, an extensive proliferative response, and upregulation of regeneration-associated “fetal-like” transcripts, including *Ly6a* (Sca-1), that represent Yap1 and interferon targets. However, little is known about how this regenerative program terminates and how homeostasis is restored during injury and inflammation. Here we show that, after the initial entry into the regenerative state, the subsequent upregulation of tumor necrosis factor (TNF) receptor 2 (R2, TNFR2, *Tnfrsf1b*) clears the regenerative signaling and restores homeostatic patterns of epithelial differentiation. Targeted deletion of epithelial TNFR2 *in vivo* and in colonoid cultures revealed persistent expression of *Ly6a*, hyperproliferation, and reduced secretory differentiation. Moreover, mice lacking epithelial TNFR2 also failed to complete colon ulcer healing, suggesting that partial resolution of regenerative signaling is essential for the completion of the repair process. These results demonstrate how epithelial cells dynamically leverage a colitis-associated cytokine to choreograph repair.

## Highlights

• Epithelial induction of TNFR2 halts regenerative signaling to induce wound healing
• TNFR2-ablated epithelium fails to complete colonic ulcer healing
• TNFR2 loss leads to reduction of differentiation and persistence of re-programming
• TNFR2 is critical to restore homeostatic function after colonic epithelial injury

## Introduction

Colonic epithelial repair is an important predictor of positive long-term outcomes in inflammatory bowel disease (IBD) patients, who suffer from chronic injury to the gastrointestinal tract. A deeper understanding of wound healing mechanisms is therefore of therapeutic significance. Recent investigations of wound-induced signaling have highlighted key epithelial mechanisms that initiate healing. Wounded epithelial cells downregulate markers of homeostatic terminal differentiation (e.g., mucins) and stem cell maintenance (e.g., *Lgr5*) while upregulating interferon-associated “fetal-like” transcripts, in a process generally referred to as reprogramming. The regenerative state is marked by expression of *Ly6a* (Sca-1), and reprogramming requires Yap/Taz signaling and potentially other microenvironmental factors.^1^^,^^2^^,^^3^^,^^4^ During repair, progenitor cells of reserve, revival, or dedifferentiated origin rebuild the epithelium. While it is sensible that entry into the regenerative state drives initial wound repair, it is much less clear whether the reverse change—from regenerative signaling to homeostasis—contributes significantly to wound healing.

Although cytokines such as tumor necrosis factor (TNF) are historically associated with regulation of the immune response, they can also directly modulate intestinal/colonic epithelium.^5^^,^^6^ Their pleiotropic effects may seem paradoxical. Elevations in colonic mucosal and serum TNF have been demonstrated in IBD patients,^7^^,^^8^^,^^9^ and reduction of TNF signaling represents one tool in the modern medical management of IBD.^10^^,^^11^ However, TNF signaling also promotes epithelial cell proliferation and stem cell renewal, key parameters of mucosal regeneration.^12^^,^^13^^,^^14^^,^^15^^,^^16^^,^^17^ Moreover, elimination of TNF signaling exacerbates disease in mice and may induce new-onset IBD in humans.^18^^,^^19^^,^^20^^,^^21^^,^^22^ Whether the context-specific functions of TNF are driven by differential activation or upregulation of its receptors remains to be fully elucidated.

Here, we tested whether the dynamic regulation of TNF receptor 2 (TNFR2, encoded by the *Tnfrsf1b* gene), the second of two primary transmembrane receptors of TNF, directs the pattern of regenerative signaling after acute injury and inflammation of the colonic epithelium. Unlike the constitutively expressed TNFR1, which has been classically associated with pro-inflammatory responses in immune cells,^23^ TNFR2 is expressed only on certain subsets of cells such as CD8^+^ T cells.^24^^,^^25^ It is upregulated in intestinal injury and inflammation, including in human Crohn disease.^23^^,^^26^ This induction is partly regulated by high levels of TNF and IL-6.^23^ TNFR2 has been shown to have anti-inflammatory functions in a variety of organ systems. In the intestinal epithelium, TNFR2 positively regulates cell migration and proliferation.^12^^,^^16^^,^^17^^,^^27^ In this report, we characterize the dynamic expression and function of TNFR2 specifically in wound-associated colonic epithelium using deep 3D imaging^28^^,^^29^ and transcriptomic analyses. These results suggest that epithelial upregulation of TNFR2 in late repair halts epithelial regenerative signaling and restores homeostatic secretory cell populations.

## Results

### Colonic epithelial induction of *Tnfr2* in colitis models

We assessed the regulation and role of TNFR2 primarily in the dextran sulfate sodium (DSS)-induced model of murine acute colitis. In this model, 8-week-old mice were exposed to 3.5% DSS drinking water for 6 days, beginning on experimental day (d) 0. When this model is performed in our laboratory, ulceration in colonic epithelium typically peaks at d 8–9, followed by gradual healing over a period of 2–4 weeks^29^ Crucially, the induction of *Ly6a* expression, loss of the *Lgr5* stem cell marker, and depletion of secretory cell differentiation are observed in epithelial cells in the distal colon by d 6.^1^^,^^2^ Previous work has suggested that TNFR2 may be upregulated in IBD, although some of this signal may have been associated with mucosal infiltration of immune cells.^23^^,^^26^ Retrospective analysis of RNA-seq data collected from the colonic mucosa at various time points during DSS-induced colitis validated the loss of *Muc2* and *Lgr5* early (d 3–6) during DSS exposure, followed by the upregulation of *Ly6a* (d 6) and peak expression of *Tnfr2* at d 9 (Figure 1A). Thus, mucosal samples demonstrate increased *Tnfr2* expression in association with injury-induced changes in epithelial gene expression.

**Figure 1:**
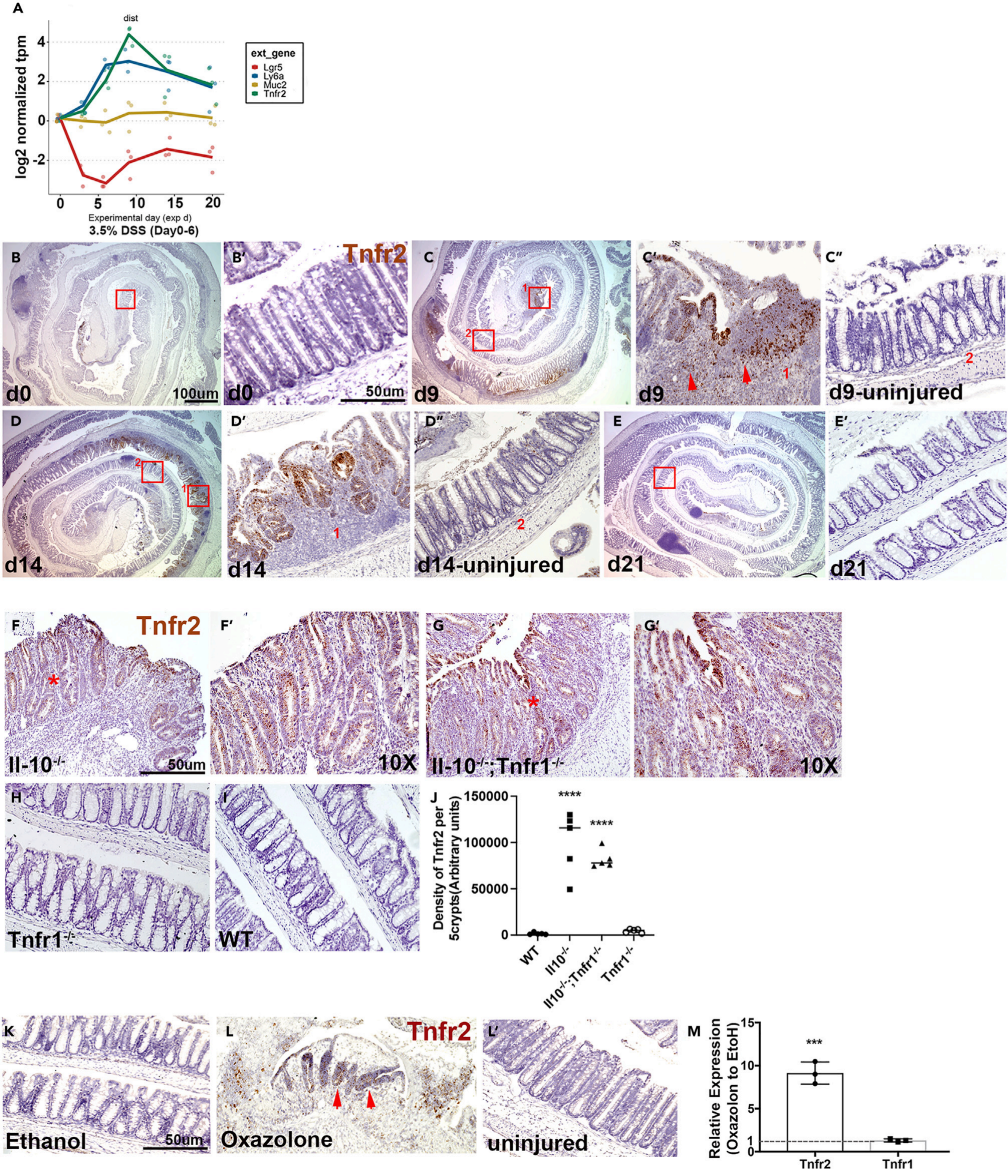
Colonic epithelial induction of Tnfr2 in colitis models Mice (8 weeks, n = 3/group) were exposed to 3.5% DSS water for 6 days followed by regular drinking water to induce DSS colitis injury model. (A) RNA profiling of colonic tissue at various timepoints during DSS-induced colitis showed the significant upregulation of *Tnfr2* transcript at day 9 (∗∗∗p = 0.0001), downregulation of *Lgr5*, induction of *Ly6a*, and depletion of *Muc2*^+^ secretory cells. (B–E) *In situ* hybridization with *Tnfr2* targeted probes showed high levels of Tnfr2 expression in distinct groups of epithelial cells adjacent to the injured region (day 9–14, brown; C′, D′) compared to uninjured crypts of the same tissue (C”, D″) and control group (day 0, B′). (E′) *Tnfr2* level is reduced at day 21. (B, C, D, E) The zoom-out views of Swiss roll colons. Red squares with assigned numbers show the location of zoom-in images. Scale bars: 50 μm,100 μm. (F–J) *In situ* hybridization with *Tnfr2* targeted probes showed the induction of *Tnfr2* in distal colon of *Il-10*^*−/−*^ (F, brown) and *Il-10*^*−/−*^*; Tnfr1*^*−/−*^ (G, brown) compared to *Tnfr1*^*−/−*^ (H) and WT control (I). F′ and G′ showed the zoom-in view of selected area (star) in F and G. (J) The density of *Tnfr2* signal was significantly high in *Il-10*^*−/−*^ and *Il-10*^*−/−*^*; Tnfr1*^*−/−*^ compared to *Tnfr1*^*−/−*^ and WT. (∗∗∗∗p < 0.0001; n = 5, mean ± SD, one-way ANOVA). Scale bar: 50um. (K–M) *Tnfr2* transcript is induced in oxazolone colitis. (K-L) *In situ* hybridization with *Tnfr2* targeted probes showed high levels of *Tnfr2* in epithelial cells adjacent to the injured epithelium (L, brown; arrow) compared to uninjured crypts of the same colon (L′) and Ethanol-treated control (K). (M) qPCR analysis showed the upregulation of *Tnfr2* compared to *Tnfr1* in colonic epithelium. (∗∗∗p = 0.0005; n = 3, mean ± SD, unpaired t test). Scale bar:50 μm.

If TNFR2 were to have unique functions during colonic epithelial wound healing, we reasoned that it should be specifically expressed in epithelial cells near the wound margin. We therefore tested this hypothesis using *in situ* expression profiling of *Tnfr2* transcripts in the colon. Consistent with RNA-seq data, *Tnfr2* expression was very low at baseline in the uninjured colon. However, at time points of significant injury (e.g., d 9 and 14), *Tnfr2* targeted probes preferentially localized to epithelial cells in proximity to ulcerated wound regions (Figures 1B–1E). Epithelial cells that were not immediately adjacent to an ulcer or region of immune infiltration were not marked by the probe (C″, D″). *Tnfr2* expression in epithelium was less common at d 21. These results are consistent with epithelial upregulation of *Tnfr2* in response to DSS-induced injury.

We further assessed whether epithelial upregulation of Tnfr2 was found in other colitis models. In the *Il10−/−* Th1/Th17-like spontaneous colitis model, in which disease can be exacerbated by co-deletion of TNFR1,^18^ we found upregulation of *Tnfr2* to be associated with colitis in both *Il10−/−* and *Il10−/− Tnfr1−/−* mice (Figures 1F, 1G, and 1J). However, the *Tnfr2* transcript was not detected in uninjured wild type or in *Tnfr1*^*−/−*^ mice (Figures 1H, 1I, and 1J). Thus, the elevation of Tnfr2 was associated with injury and not with compensatory loss of TNFR1 signaling. Likewise, in the oxazolone Th2-like colitis model, we also observed the induction of *Tnfr2* adjacent to the injured regions in the colon while the *Tnfr1* transcript remained unchanged (Figures 1K–1M). Thus, Tnfr2 is highly and specifically upregulated in epithelial cells participating in injury-adapted responses.

### Co-localization of Tnfr2 with regenerative and undifferentiated epithelium

The emergence of a regeneration-associated cell population expressing *Ly6a* (Sca-1) is a key early event during wound healing. The relationship of the *Ly6a+* cell population to the cells that upregulate *Tnfr2* is not known. We studied the relationship of *Tnfr2* with cells that express markers of regeneration (*Ly6a*), proliferation (*Mki67*), and differentiation (goblet cells, *Muc2*; deep crypt secretory cells, *Reg4*) at different time points after exposure to DSS. Duplex *in situ* hybridization showed the marked elevation of *Ly6a* at the onset of colonic injury (d 6); however, at this early time point, the expression of *Tnfr2* was not detected (Figures 2A, 2B, and 2E′). At d 9, the induction of *Tnfr2* transcript perfectly co-localized with the *Ly6a+* crypts adjacent to inflamed epithelial ulcers (Figures 2C and 2E′). By d 14, the expression pattern of *Ly6a* and *Tnfr2* began to diverge. Some crypts retained positive expression for both markers; however, the clusters of crypts at the base of “wound channels,” indicative of newly formed crypts,^29^^,^^30^ were singly positive for *Tnfr2* (Figure 2D; arrows, 2E′). Epithelial cells away from the injured regions were not marked by either probe (Figures 2C’ and 2D′). Both *Ly6a* and *Tnfr2* levels were reduced at d 21 when the mucosa was largely healed (Figures 2E–2E′). Thus, DSS-induced injury causes early upregulation of *Ly6a* and the later emergence of a double-positive (*Ly6a+ Tnfr2+*) crypt population.

**Figure 2:**
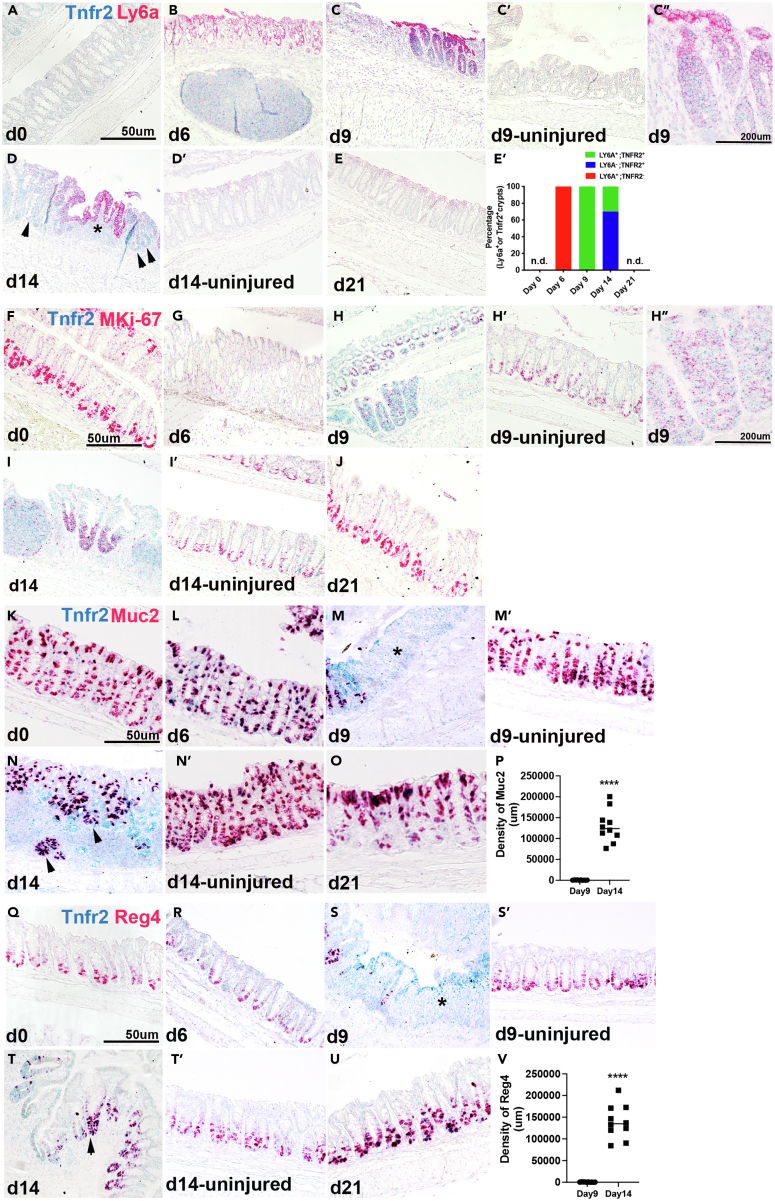
Co-localization of Tnfr2 with regenerative and undifferentiated epithelium ice (8 weeks, n = 3/group) were exposed to 3.5% DSS water for 6 days followed by regular drinking water to induce DSS colitis injury model. (A–E) Duplex *in situ* hybridization with *Tnfr2* (blue) and *Ly6a* (red) targeted probes showed high levels of *Ly6a* at day 6 (B), 9 (C) and 14 (D; star) in injured crypts compared to uninjured areas of the same colon (C′, D′), day 21 (E, recovered tissue) and control (day 0, A). Induced *Tnfr2* transcript was co-localize with *Ly6a* at impaired regions at day 9 (C) and 14 (D; star). The enlarged view of C (d9) is shown in C”. Only Tnfr2 expression was high in newly formed crypts (D; arrows) adjacent to injured crypts (D; star) at day 14. (E′) The fraction of *Ly6a*^*+*^, *Tnfr2*^*+*^, and double-positive crypts at different timepoints was presented in the stacked bar graph. n.d. stands for not detected at day 0 and day 21. (F–J) Duplex *in situ* hybridization with *Tnfr2* (blue) and M*Ki-67* (red) targeted probes showed co-localization of *Tnfr2* with *MKi-67* in injured colonic epithelium at day 9 (H) and 14 (I) compared to uninjured areas of the same colon (H′, I′), day 6 (G), day 21 (J) and control (day 0, F). The enlarged view of H (d9) is shown in H”. (K–P) Duplex *in situ* hybridization with *Tnfr2* (blue) and *Muc2* (red) targeted probes showed lack of *Muc2* expression in injured regions at day 9 (M, star) and co-localization of *Tnfr2* and *Muc2* in new crypts at day 14 (N, arrows) compared to uninjured areas of the same colon (M′, N′), day 6 (L), day 21 (O) and control (day 0, K). (P) Density of *Muc2* transcript was significantly reduced at day 9 and induced at day 14 in TNFR2^+^ cells. (∗∗∗∗p < 0.0001; mean ± SD, unpaired t test). (Q–V) Duplex *in situ* hybridization with *Tnfr2* (blue) and *Reg4* (red) targeted probes showed loss of *Reg4* in injured regions at day 9 (S, star) and co-localization of *Tnfr2* and *Reg4* in new crypts at day 14 (T, arrows) compared to uninjured areas (S′, T′), day 6 (R), day 21 (U) and control (day 0, Q). (V) Density of *Reg4* was significantly reduced at day 9 and induced at day 14 in TNFR2^+^ cells (∗∗∗∗p < 0.0001; mean ± SD, unpaired t test). Scale bars:50 μm, 200 μm.

To assess whether *Tnfr2* positive cells can have a proliferative signature, we examined the correlation between *Tnfr2* and *Mki67* transcripts (Figures 2F–2J). In the affected region, at d 6, proliferation was reduced (Figure 2G), whereas at d 9–14, *Tnfr2* probes labeled the entire regenerative crypt structure, including the basal domain where *Mki67+* (proliferative) cells were primarily located (Figures 2H and 2I). In the unaffected area only *Mki67* expression was found (Figures 2F–2J). Thus, *Tnfr2* was expressed in cells of both proliferative and non-proliferative phenotype. We next examined whether differentiated cell fates could be found within the *Tnfr2+* cell population. Intriguingly, although *Muc2* (goblet-like) or *Reg4* (deep crypt secretory) staining was not found within *Tnfr2+* cells at d 9 (Figures 2M, 2P, 2S, and 2V; stars), by d 14, *Tnfr2+* cells were co-localized with *Muc2* and *Reg4* in regenerative crypt clusters (Figure 2N, 2P, 2T, and 2V; arrows). Hence, the late induction of *Tnfr2* transcript in regenerative crypts is correlated with the subsequent reduction of *Ly6a* expression and restoration of secretory cell differentiation in the injured epithelium.

### Colonic epithelial ablation of Tnfr2 disrupts tissue repair in acute injury

A simple model suggested by the temporal and spatial expression patterns of *Tnfr2* during wound repair is that TNFR2 functionally bridges the phenotypic change from relatively undifferentiated (regenerative) *Ly6a+* epithelium to differentiated homeostatic-like epithelium. To test the functional role of TNFR2 in colonic crypt regeneration in DSS-induced injury, we used mice with specific TNFR2 ablation in the intestinal/colonic epithelium. Mice harboring loxP-flanked *Tnfr2* alleles (Tnfr2^flox/flox^)^31^^,^^32^ were crossed with mice expressing Cre recombinase in the intestinal epithelium (*Vil1*-Cre).^33^ Analyses were performed within litters that contained both putatively “wild-type” mice (Tnfr2^flox/flox^) and mice with epithelial-specific deletions (*Vil1*-Cre; Tnfr2^flox/flox^). To confirm the loss of TNFR2 protein in colonic epithelium in *Vil1*-Cre; Tnfr2^flox/flox^ mice, we stained single-cell suspensions of digested colonic mucosa from *Vil1*-Cre; Tnfr2^flox/flox^ mice, whole-body *Tnfr2*^*−/−*^ mice, Tnfr2^flox/flox^, and WT mice, with anti-EpCAM and anti-TNFR2 antibodies. As shown in Figures S1A–S1A′, and consistent with targeted deletion, the levels of TNFR2 expression in EpCAM^+^ (epithelial) cells were reduced in *Vil1*-Cre; Tnfr2^flox/flox^ and *Tnfr2*^*−/−*^ mice compared to control genotypes. Similar results were obtained on RT-qPCR analysis.

Next, *Vil1*-Cre; Tnfr2^flox/flox^ and control Tnfr2^flox/flox^ mice were exposed to 3.5% DSS drinking water for 6 days, and colon tissues were collected from both groups on d 12 and d 35. Gross outcomes including body weight loss and hematopoietic (CD45^+^) cell infiltration, histologically scored immune cell infiltration, and neutrophil activation (MPO expression) were similar between epithelial TNFR2 knockouts and controls (Figures S1B–S1D). However, using a tissue clearing protocol^29^ to allow complete 3D rendering of colons labeled by the fluorescent methyl green dye,^34^ we found tissue morphological changes associated with epithelial loss of TNFR2. We found that intestinal epithelial-specific knockout animals exhibited enlarged crypt luminal area (3-fold; p = 0.004) and crypt circumference (2-fold; p = 0.008) and increased proliferation (phospho-histone H3 (pH-H3) a mitotic marker; p < 0.0001) (Figure 3A–3A‴; Figure S2). As complex morphogenesis occurs during injury and repair, in which crypts are eliminated (injury), and lumens of surviving crypts elongate and repetitively divide to form regenerated fields,^29^^,^^30^ we believe that these results are consistent with defective resolution of regenerative structural changes in the knockout.

**Figure 3:**
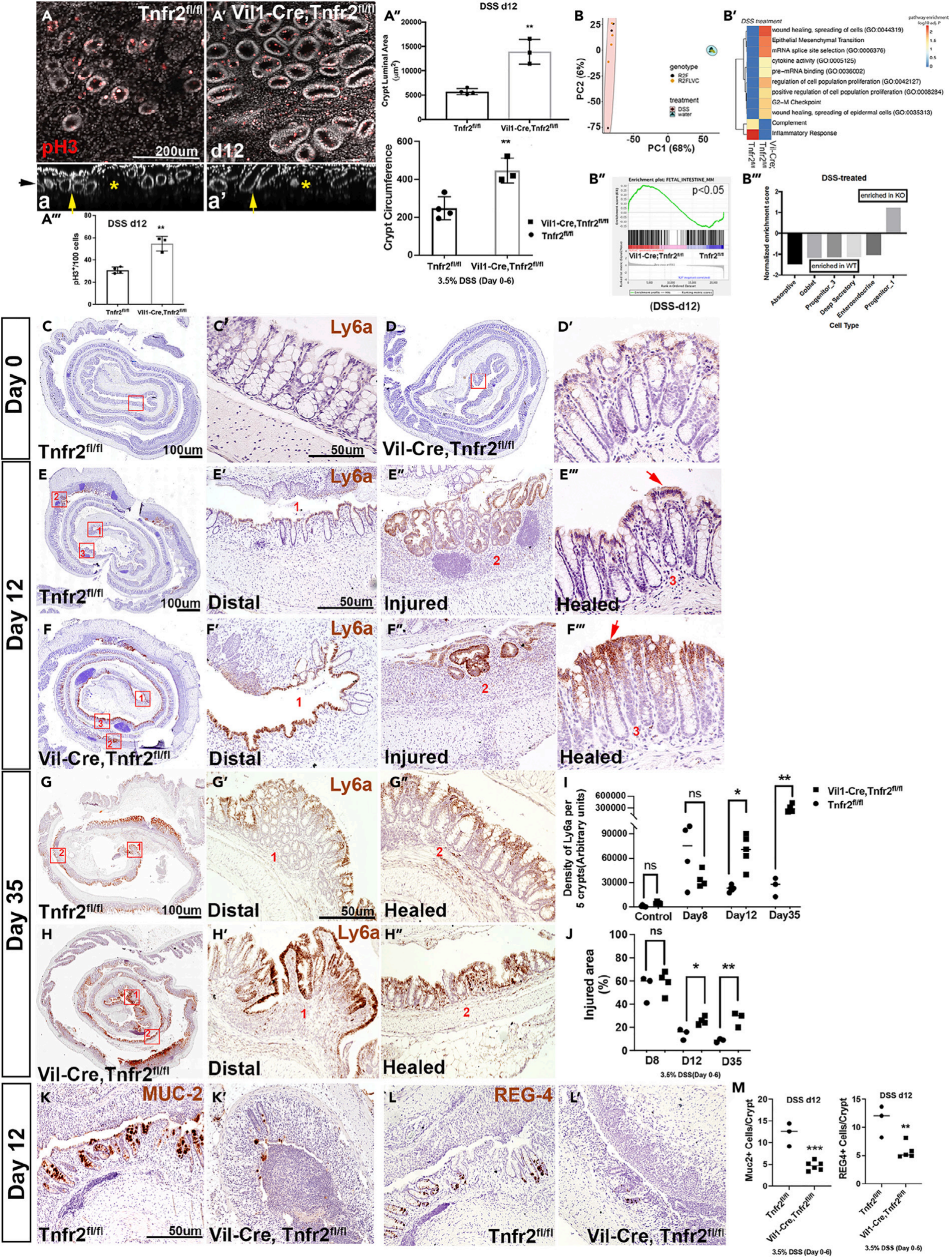
Colonic epithelial ablation of Tnfr2 disrupts tissue repair in acute injury (A) whole- mount images of distal colon at day 12 after DSS exposure was shown in *Vil1*-Cre; Tnfr2^flox/flox^ and Tnfr2^flox/flox^ mice (8weeks). TNFR2-deficient crypts labeled with methyl green had altered crypt morphology (A′) with enlarged lumen (A′-A″, um^2^; n = 3) and crypt circumference (A″, p = 0.008), and increased proliferation (A′-A‴; pH-H3, red; n = 4) compared to control (A-A‴; n = 4). (a-a’) Rotation of *en face* images in A and A′ showed enlarged lumen (arrow) and larger injured area (star) in *Vil1*-Cre; Tnfr2^flox/flox^ (a’) compared to Tnfr2^flox/flox^ (a). Black arrow shows the apical side in a. (∗∗p = 0.001; mean ± SD, unpaired t test). Scale bar: 200um. (B) Transcriptome sequencing was performed for sorted EpCAM^+^ (epithelial) cells from the injured regions of distal colon at day 12 after DSS exposure and day 0 (control) in *Vil1*-Cre; Tnfr2^flox/flox^ and Tnfr2^flox/flox^ mice. (B) PCA plot showed clusters of water-versus DSS-treated samples in both groups. (B′-B‴) Data analysis compared the differential activation of injury-induced pathways at day 12 between *Vil1*-Cre; Tnfr2^flox/flox^ and Tnfr2^flox/flox^ mice. It showed the enhancement of proliferation and regenerative signaling (B′), elevated fetal signaling (B″, p < 0.05), downregulation of differentiated cells, and enrichment of progenitor cells (B‴) in *Vil1*-Cre; Tnfr2^flox/flox^ compared to control. (C–F) *In situ* hybridization with *Ly6a* (brown) targeted probes showed elevated level of *Ly6a* in impaired (F′-F″) and healed (F‴; arrow) crypts of TNFR2-deficient epithelium at day 12 compared to Tnfr2^flox/flox^ (E-E‴, arrow) and control (day0, C–D). (C–F) The zoom-out views of Swiss roll colons were shown. Red squares with assigned numbers show the location of zoom-in images. Scale bars: 100 μm, 50 μm. (G and H) *Ly6a* transcript level remained high in distal colon and healed crypts at day 35 in TNFR2-ablated epithelium (H′-H”; brown) compared to Tnfr2^flox/flox^ (G′-G″). (G-H) The zoom-out views of Swiss roll colons were shown. Red squares with assigned numbers are showing the location of zoom-in images. Scale bars: 100um, 50um. (I) The density of *Ly6a* signal was significantly increased at day 12 (∗p < 0.02; n = 5) and day 35 (∗∗p = 0.001; n = 5) in *Vil1-Cre*; Tnfr2^flox/flox^ compared to Tnfr2^flox/flox^ mice. *Ly6a* density was not elevated at day 0 and 8 in TNFR2-ablated mice. (mean ± SD, unpaired t test). (J) Injured areas were significantly larger at day 12 (∗p < 0.02; n = 4) and day 35 (∗∗p = 0.001; n = 3), but not at day 8, in TNFR2-deficent epithelium compared to Tnfr2^flox/flox^ mice. (mean ± SD, unpaired t test). (K and L) Immunohistochemistry staining of MUC-2 and REG-4 proteins showed reduced number of goblet cells (K′, brown) and deep secretory cells (L′, brown) at day 12 in *Vil1*-Cre; Tnfr2^flox/flox^ mice compared to Tnfr2^flox/flox^ (K, L). (M) Statistical analysis showed the significant reduction of goblet cells (MUC-2) and deep secretory cells (REG-4) at day 12 in TNFR2-deficient epithelium. (∗∗p = 0.001, ∗∗∗p = 0.0005; mean ± SD, unpaired t test). Scale bar: 50 um.

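EpCAM+ (epithelial) cells were sorted from the distal colon of 16 mice, and the RNA of each mouse was sequenced as a library of its own. EpCAM is a surface protein carried by epithelial cells. Dextran sulfate sodium (DSS) in the drinking water injures the colonic epithelium. The DSS-treated group held 3 control mice (Tnfr2 flox/flox) and 4 mice labelled knockout (*Vil1*-Cre; Tnfr2 flox/flox), and the water-treated group held 4 controls and 5 mice labelled knockout. In the knockout, Cre recombinase driven by the villin promoter removes the floxed part of *Tnfrsf1b*, the gene of TNFR2, from intestinal epithelial cells. By the paper, DSS was given at 3.5% for 6 days and the cells were taken at d 12, with the uninjured mice at d 0. The sample labels instead give 3% DSS, and day 12 for every mouse. All 7 DSS-treated mice were female and came from 2 cages, which held 2 and 5 of them. In the water-treated group, the 4 males shared a cage and the 5 females another, so that cage and sex are the same split. No cage held both treatments, which means that treatment and cage cannot be told apart. No comparison was repeated within a cage, where mice of a genotype were few, and cage was tried as a covariate instead.

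The authors quantified single-end reads of 75 bases with kallisto, which matches reads to transcripts without a full alignment, and tested the genotypes within each treatment with sleuth. They deposited a table for each treatment in TPM, kallisto's measure of a transcript's abundance relative to all transcripts of the library, corrected for transcript length. Each table lists 28988 transcripts under 22396 gene symbols, and all of these transcripts are annotated as the principal isoforms of their genes, so reads that kallisto assigned to other isoforms are left out. TPM was summed here over the listed transcripts of each gene. The summed TPM of a mouse had a median of 648537 in the DSS-treated controls (range 607488 to 662142) and 585550 in the DSS-treated mice labelled knockout (539359 to 635938). The medians were 577497 (487469 to 673971) in the water-treated controls and 621977 (584319 to 861109) in the water-treated mice labelled knockout. TPM keeps no read counts, so the depth of each library is unknown from the values. The paper states that about 10 M reads were recovered per sample. In the authors' deposited tables, the mean natural log of the estimated counts was higher in the DSS table by a median of 1.00 over 11657 transcripts, a ratio of 2.73. A median of 10749 genes reached 1 TPM in the DSS-treated controls, 10654 in the DSS-treated mice labelled knockout, 10734 in the water-treated controls and 10596 in the water-treated mice labelled knockout. Median-of-ratios factors between the mice of a table lay between 0.98 and 1.05, but over all 16 mice they lay between 1.13 and 1.24 in the DSS table and between 0.90 and 0.94 in the water table. Each table had thus been scaled between its own mice and apart from the other. For this reason no test was run between the treatments, and only levels are given across them. Within a treatment, genotypes were compared by limma on log2(TPM + 1) over genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. Fold changes on this scale understate the change of genes with low TPM.

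The targeted gene, *Tnfrsf1b* (ENSMUSG00000028599), lies on the minus strand of chromosome 4 of GRCm38, from 145213463 to 145246870. It is protein-coding, and its 1 listed transcript has 10 exons. In the DSS-treated controls it had 22.2, 13.9 and 13.3 TPM (mean 16.5 ± 4.95, SD, n = 3 mice), and in the DSS-treated libraries labelled knockout it had 27.0, 13.5, 15.2 and 17.7 TPM (18.4 ± 6.02, n = 4). The log2 fold change was 0.14 (standard error 0.27, adjusted p = 1.00 from limma), and the exact two-sided permutation test of log2(TPM + 1) gave p = 0.629 (n = 3 and 4). The exact permutation p of every other gene is on this scale as well. With each mouse left out in turn, the log2 fold change moved between −0.06 and 0.36. In the water-treated controls *Tnfrsf1b* had 13.5, 15.4, 11.1 and 15.5 TPM (13.9 ± 2.06, n = 4), against 11.4, 10.1, 9.23, 14.8 and 13.3 TPM in the water-treated libraries labelled knockout (11.8 ± 2.30, n = 5). This was a log2 fold change of −0.23 (standard error 0.16, adjusted p = 0.865 from limma, exact permutation p = 0.183). The difference was within the spread between mice in both treatments. By the paper's methods, the loxP sites flank 1 exon of the gene, and the listed transcript has 10. The values are per transcript and do not show whether the floxed exon was covered. Loss of this exon alone need not lower the TPM, so level TPM does not argue against the deletion. The libraries also held transcripts of other cells: over 14 leukocyte marker genes, the mean log2(TPM + 1) was 4.49 ± 0.33 (SD, n = 9) in the water-treated mice and 1.50 ± 0.27 (n = 7) in the DSS-treated mice. Because the TPM of *Tnfrsf1b* did not show the deletion, and need not show it, the mice are called control and labelled knockout by their sample labels.

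**Figure D1:**
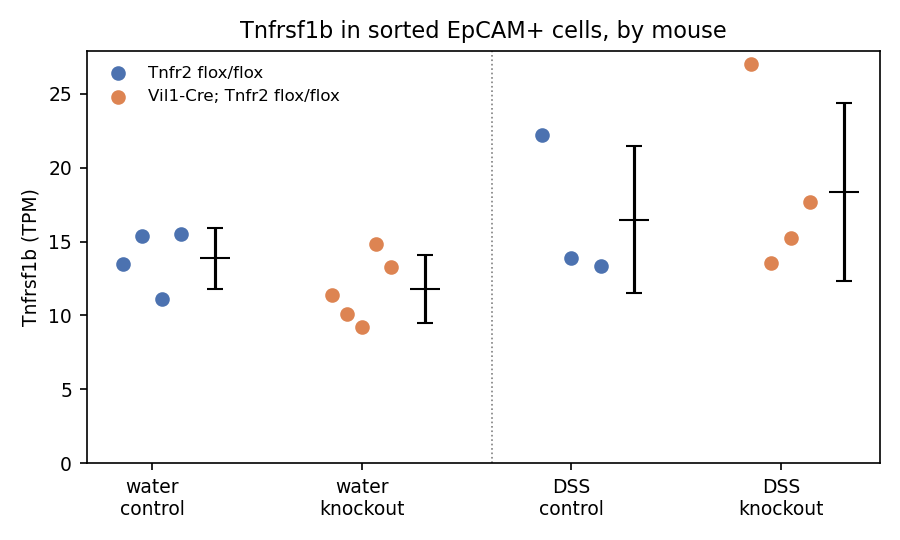
TPM of *Tnfrsf1b* (vertical axis) in sorted EpCAM+ cells of each mouse, by treatment and genotype label (horizontal axis). Points are mice, and the bar beside each group is its mean ± SD. The dotted line parts the water and DSS tables, which were normalized separately. Values of the groups overlap within each treatment.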

To determine whether these morphological changes were linked to a regenerative transcriptional profile in TNFR2-deficient epithelium, we sorted EpCAM^+^ cells from *Vil1*-Cre; Tnfr2^flox/flox^ and Tnfr2^flox/flox^ DSS-treated and uninjured adult mice and performed bulk RNA-seq. The principal component plot (Figure 3B) demonstrated similar overall expression regardless of genotype in the uninjured (i.e., d 0) state. However, marked and variable changes in transcriptomes were found after treatment with DSS. 

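Principal components were computed from log2(TPM + 1) of the 18010 genes with TPM above 0 in at least 1 mouse. PC1 held 48.2% of the variance (jackknife standard error 4.40 percentage points over the 16 mice) and PC2 held 6.49% (0.576). The 9 water-treated mice had PC1 scores from −73.3 to −18.5. Scaling had the largest effect on these shares, and PC1 held 78.1% on the linear TPM scale and 31.9% with each gene scaled to unit variance. Spearman's rho between mice of one group, across genes, had a median of 0.904 over the 6 pairs of water-treated controls and 0.905 over the 10 pairs of water-treated mice labelled knockout.

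Among the water-treated mice, genotype held 14.0% of the squared distances between mice (pseudo-F 1.14). An exact permutation of the genotypes over all splits of the 9 mice gave p = 0.143. With each mouse left out in turn, this exact permutation p was 0.0357 without control replicate 1 and between 0.107 and 0.643 in the other fits. Limma tested 11046 genes, of which 583 (5.28%) had an unadjusted p under 0.05 and 1 was called. The genotypes did not overlap in 171 genes (1.55%, where chance gives 1.59%). In simulated data with the same mice per group, the test recovered 47% of 200 genes changed by 1 on the log2 scale and 80% of those changed by 2. The simulated genes were independent normal draws that meet the assumptions of limma, so real recovery may be lower. The 1 gene called was *Dus2* (ENSMUSG00000031901), a protein-coding gene on chromosome 8 of GRCm38, from 105991337 to 106053840. It had 4.04 ± 0.29 TPM in the controls (SD, n = 4) and was listed at 2.00e-06 TPM or less in each of the 5 mice labelled knockout, a log2 fold change of −2.33 (standard error 0.16, adjusted p = 0.00132, exact permutation p = 0.00794, the smallest that 4 mice against 5 allow). Only 3.99% of the 31-base windows of its listed transcript are absent from the gene's other transcripts, so its TPM can move to isoforms that are left out. With a pseudocount of 0.1 in place of 1, 0 genes were called (558 with an unadjusted p under 0.05, smallest adjusted p = 0.0910). Across the other alternatives and the fits that each left out a mouse, from 0 to 4 genes were called. In the authors' deposited table for the water-treated mice, 537 of 12476 transcripts had a sleuth p-value under 0.05 (4.30%), and 0 had a q-value under 0.05.

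**Figure D2:**
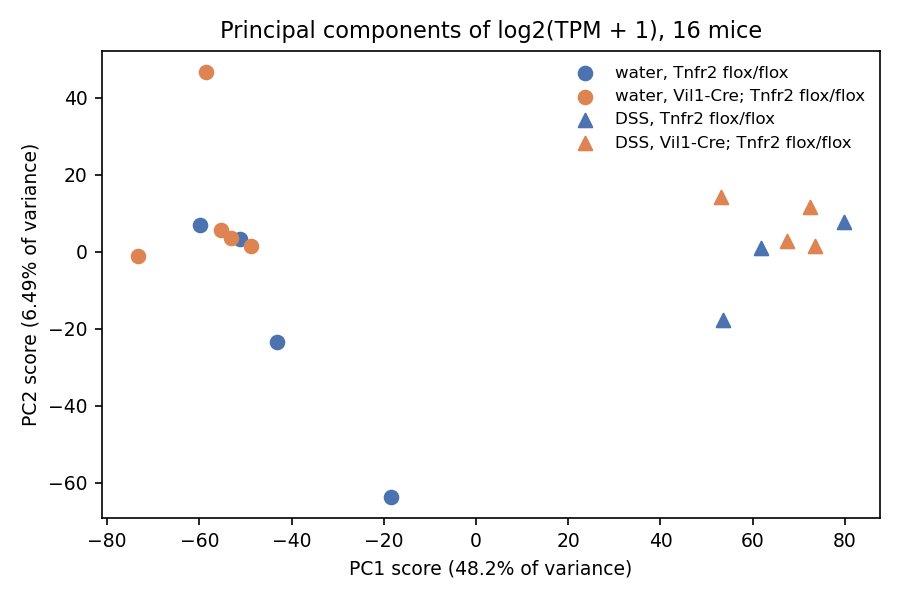
Scores of the 16 mice on PC1 (horizontal axis) and PC2 (vertical axis) of log2(TPM + 1), in units of that scale. Circles are water-treated mice, triangles DSS-treated mice, and colours the genotype labels. The treatments separate on PC1, and the genotype labels are mixed within each treatment.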

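The 7 DSS-treated mice had PC1 scores from 53.1 to 79.9, above all water-treated mice. PC1 crosses tables that were normalized separately, and it held 47.85% of the variance after one rescaling of all 16 mice. The mean distance of a mouse to the centre of its group, corrected for group size, was 0.841 times as large in the DSS-treated as in the water-treated mice (jackknife standard error 0.0659). The ratio was 0.474 on the linear TPM scale and 1.00 with each gene scaled to unit variance. No test of this ratio was run, because it crosses the tables. On PC2, the DSS-treated mice lay between −17.7 and 14.1 and the water-treated mice between −63.6 and 46.7. Across genes, Spearman's rho between mice of a group had a median of 0.919 over the 3 pairs of DSS-treated controls and 0.933 over the 6 pairs of DSS-treated mice labelled knockout.

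Within the DSS-treated mice, the genotypes did not separate by overall distance (pseudo-F 0.896, exact permutation p = 0.686 over all 35 splits of the 7 mice). Of 10899 genes tested by limma, 289 (2.65%) had an unadjusted p under 0.05 and 1 was called. In simulated data with 3 mice against 4, drawn in the same way, the test recovered 29.5% of 200 genes changed by 1 on the log2 scale and 86% of those changed by 2. The gene called was *Tra2a* (ENSMUSG00000029817), which encodes a protein on chromosome 6 of GRCm38 from 49243924 to 49264033. It had 0.000504, 0.000267 and 0.718 TPM in the 3 controls and 12.2, 10.4, 12.1 and 14.4 TPM in the 4 mice labelled knockout, a log2 fold change of 3.46 (standard error 0.25, adjusted p = 0.0101, exact permutation p = 0.0286, the smallest that 3 mice against 4 allow). None (0%) of the 31-base windows of its listed transcript are absent from the gene's other transcripts, so this difference can be one of isoforms. Same-numbered mice of the groups are different animals, and their deviations from the group means correlated at a mean r of −0.128 across genes (−0.197 to −0.0253 over the 3 pairs). With the replicate number as a block, 0 genes were called (169 with an unadjusted p under 0.05), and *Tra2a* had a log2 fold change of 3.39 (adjusted p = 0.282). With each mouse left out in turn, from 0 to 3 genes were called. In the authors' deposited table for the DSS-treated mice, 446 of 13789 transcripts had a sleuth p-value under 0.05 (3.23%), and the smallest q-value was 0.835.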

For example, comparison of transcript expression profile between d 12 and d 0 (i.e., DSS-exposed vs. uninjured) in wild-type (Tnfr2^flox/flox^) mice revealed upregulation of pathways associated with metabolic regulation, ribosomal function, oxidative stress, TNF signaling, and focal adhesions at d 12 (Figure S3), consistent with DSS-induced inflammation and the wound healing response. 

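Control mice were compared by levels only. For each process, a gene list was fixed before the values were seen, and the log2(TPM + 1) of its genes was averaged in each mouse. The water-treated controls (n = 4 mice) and the DSS-treated controls (n = 3) are given in that order, each with the SD. Over 83 ribosomal protein genes the mean was 7.97 ± 0.09 and 8.22 ± 0.27, and 65 of the genes were higher after DSS. Over 88 genes of oxidative phosphorylation it was 5.95 ± 0.14 and 6.24 ± 0.25, with 73 genes higher. The mean of 47 focal adhesion genes was 3.95 ± 0.12 and 4.11 ± 0.09, with 30 genes higher. The mean of 32 oxidative stress genes was 6.20 ± 0.10 and 6.21 ± 0.15, with 16 genes higher. For 40 genes of TNF and NF-kB signaling the mean was 3.796 ± 0.155 in the water-treated and 3.63 ± 0.08 in the DSS-treated controls, and 20 genes were higher. The tables were normalized separately, and the median of all 11273 genes with a mean of at least 1 TPM was itself higher by 0.32 after DSS. One rescaling of all 16 mice brought this median shift to 0.02. After it the differences between DSS-treated and water-treated controls were −0.08 for ribosomal protein genes, −0.03 for oxidative phosphorylation, −0.15 for focal adhesion, −0.34 for oxidative stress and −0.46 for TNF and NF-kB signaling. Leukocyte markers were lower in the DSS-treated libraries, and how far RNA of leukocytes moved these levels was not tested. The levels are thus not those of epithelial cells alone.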

Although the variability in samples after DSS treatment prevented assigning globally significant changes on the principal component plot; pathway enrichment analysis nonetheless suggested elevated regenerative (“fetal”) intestinal signaling, reduced inflammation, and increased proliferative signaling in *Vil1*-Cre; Tnfr2^flox/flox^ compared to Tnfr2^flox/flox^ colonic epithelium at d 12 (Figures 3B’–3B”). 

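Gene set enrichment analysis (GSEA) asks whether the genes of a set gather at one end of a ranking of all genes, and its normalized enrichment score (NES) is positive here where they gather among genes higher in the DSS-treated mice labelled knockout. Genes were ranked by GSEA's signal-to-noise ratio of TPM, and scores were set against 10000 random gene sets, with Benjamini-Hochberg adjustment over 14 sets. Random gene sets treat genes as independent, so the mice were also permuted over all 35 splits of 4 and 3, for which the smallest p is 0.0286. In these libraries the TPM of the targeted gene was itself not lower in the mice labelled knockout. This does not decide whether its floxed exon was lost.

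The fetal intestinal list of Table S1 matched 294 ranked genes and had an NES of 1.30 (adjusted p = 0.0236, permutation of the mice p = 0.457). Its mean log2(TPM + 1) was 2.61 ± 0.10 in the controls (SD, n = 3) and 2.66 ± 0.07 in the mice labelled knockout (n = 4; exact permutation p = 0.400), a difference within the spread between mice. The genes of this list with the largest rise were *Ecscr* (chromosome 18 of GRCm38, 35713086 to 35722356), which had 4.20 TPM in 1 control, was listed at 0 in the other 2 and had 8.98 to 12.8 TPM in the mice labelled knockout, *Ereg* (chromosome 5, 91074622 to 91093646), at 15.3 ± 18.4 and 37.8 ± 41.4 TPM, and *Mcam* (chromosome 9, 44134469 to 44142727), at 1.27 ± 0.805 and 4.60 ± 1.93 TPM. Their exact permutation p was 0.0286 for *Ecscr* and *Mcam* and 0.343 for *Ereg*, and none was called by limma. Among the other rankings of all 7 mice, the signal-to-noise ratio of log2(TPM + 1) moved the fetal NES most, to 1.07 (adjusted p = 0.317). It moved further with a mouse left out, from 0.98 to 1.64, and 5 of these 7 fits no longer called the set.

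Proliferation was scored by lists of cell-cycle genes. The NES was 1.91 for 54 G2/M phase genes (adjusted p = 0.00088, permutation of the mice p = 0.457) and 2.22 for 43 S phase genes (adjusted p = 0.00055, permutation of the mice p = 0.343). The mean of the G2/M genes was 3.83 ± 0.17 in the controls and 3.95 ± 0.15 in the mice labelled knockout, and that of the S phase genes was 3.25 ± 0.30 and 3.46 ± 0.14 (exact permutation p = 0.314 and 0.257, n = 3 and 4). *Mki67* (chromosome 7, 135689784 to 135716361) had 53.7 ± 13.6 TPM in the controls and 58.9 ± 7.86 TPM in the mice labelled knockout (exact permutation p = 0.457, n = 3 and 4). *Dscc1*, the S phase gene with the largest rise, had 1.86 ± 0.25 and 3.54 ± 0.48 TPM (exact permutation p = 0.0286). The G2/M set was not called when ranked on log2(TPM + 1) (NES 1.36, adjusted p = 0.0876). The nearest Reactome pathways were called higher, with an NES of 2.13 for 50 genes of G2/M checkpoints (adjusted p = 0.00055) and 1.93 for 398 genes of the mitotic cell cycle (adjusted p = 0.00066).

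Inflammation was scored by an inflammatory response list of 83 ranked genes, with an NES of 0.96 (adjusted p = 0.635, permutation of the mice p = 0.943), and a complement list of 70, with an NES of 1.04 (adjusted p = 0.472, permutation of the mice p = 0.800). Both lists were written by hand and are not the Hallmark sets that the paper names. The mean of the inflammatory list was 2.73 ± 0.65 in the controls and 2.79 ± 0.20 in the mice labelled knockout, and that of the complement list was 2.97 ± 0.37 and 3.08 ± 0.25 (exact permutation p = 0.886 and 0.657, n = 3 and 4). Neither list differed between the genotypes beyond the spread between mice. Across the fits that each left out a mouse, the NES ranged from −1.31 to 2.64 for the inflammatory list and from −1.22 to 2.29 for the complement list. The nearest Reactome pathways gave −1.16 for cytokine signaling (adjusted p = 0.192, a pathway added after the values were seen) and −0.96 for the complement cascade (adjusted p = 0.600). A list of 90 epithelial-mesenchymal transition genes had an NES of 1.84 (adjusted p = 0.00088, permutation of the mice p = 0.514), and its mean was 2.97 ± 0.48 and 3.14 ± 0.53 (exact permutation p = 0.714, n = 3 and 4). The nearest Reactome pathway, extracellular matrix organization, had an NES of 1.43 (adjusted p = 0.00704).

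With the replicate number as a block, where the mean correlation of same-numbered mice was −0.13 and replicate 4 of the mice labelled knockout has no partner, the NES was 1.38 for the fetal list, 1.22 for the G2/M list (adjusted p = 0.203, no longer called), 1.81 for the S phase list, 1.23 for the inflammatory list, 1.56 for the complement list (adjusted p = 0.0171, called higher) and 1.64 for the epithelial-mesenchymal transition list.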

When compared against a reference atlas (Table S1) of single-cell transcriptomes of murine colonic epithelium,^35^ the knockout epithelium also showed reduced expression of markers of differentiated colonic epithelium and elevated expression of progenitor cell signaling (Figure 3B”’). Thus, the transcriptional data were consistent with increased regenerative signaling in TNFR2-knockout epithelium.

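Of the 8 cell-type lists of Table S1, the 4 called lower in the DSS-treated mice labelled knockout were absorptive, deep secretory, goblet and progenitor 3, and progenitor 1 was called higher. The absorptive list (50 genes) had an NES of −2.34, the deep secretory list (50 genes) −2.45, the goblet list (19 genes) −2.38 and the progenitor 3 list (50 genes) −2.05, each with an adjusted p of 0.00055 over the 14 sets. Permutation of the mice gave p = 0.143, 0.0571, 0.0286 (the smallest possible) and 0.229 in that order. The mean log2(TPM + 1) of the absorptive genes was 5.40 ± 0.31 in the controls (SD, n = 3) and 5.07 ± 0.18 in the mice labelled knockout (n = 4). For the deep secretory genes it was 5.37 ± 0.59 and 4.91 ± 0.18, for the goblet genes 4.50 ± 0.73 and 3.85 ± 0.15, and for the progenitor 3 genes 7.09 ± 0.31 and 6.81 ± 0.06. By the exact permutation test of these means (n = 3 and 4) p was 0.143, 0.143, 0.0857 and 0.0571. None of these differences could be told from the spread between mice. The progenitor 1 list (50 genes) had an NES of 2.02 (adjusted p = 0.00055, permutation of the mice p = 0.143), with means of 4.49 ± 0.10 and 4.63 ± 0.12 (exact permutation p = 0.171, n = 3 and 4). Not called were enteroendocrine (NES −1.31, adjusted p = 0.144), progenitor 2 (−0.90, adjusted p = 0.675) and tuft (8 genes, −0.50, adjusted p = 0.978).

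Several of the genes with the largest fall were highest in control replicate 3. *Mptx1* (chromosome 1 of GRCm38, 174330518 to 174332873), in the deep secretory list, had 739 ± 842 TPM in the controls and 71.7 ± 92.4 TPM in the mice labelled knockout (log2 fold change −3.57, exact permutation p = 0.114, n = 3 and 4). *Clca1* (chromosome 3, 145003817 to 145032776), in the deep secretory and goblet lists, had 158 ± 63.2 and 63.2 ± 24.0 TPM (log2 fold change −1.32, exact permutation p = 0.0571, n = 3 and 4). *Phgr1* (chromosome 2, 118772769 to 118778165), in the progenitor 3 list, had 155, 104 and 323 TPM in the controls and 35.9, 33.1 and 41.1 TPM in 3 of the mice labelled knockout, and was listed at 0.000201 TPM in the other (log2 fold change −3.52, exact permutation p = 0.0286). *Gpx2* (chromosome 12, 76792333 to 76795554), in the progenitor 1 list, rose from 57.7 ± 9.26 to 96.4 ± 21.5 TPM (log2 fold change 0.72, exact permutation p = 0.0286). None of these genes was called by limma (adjusted p = 1.00 for each). Without control replicate 3 the NES was −2.22 for absorptive (called), −1.08 for deep secretory, −1.64 for goblet and −1.14 for progenitor 3 (not called). Progenitor 1 lost its call in 2 of the 7 fits that each left out a mouse (NES down to 1.05, without control replicate 1). Ranked by the signal-to-noise ratio of log2(TPM + 1), progenitor 1 (NES 1.42, adjusted p = 0.0728) and progenitor 3 (−1.51, adjusted p = 0.0506) were not called. Enteroendocrine was called lower when only genes with a mean of at least 1 TPM were ranked (−1.69, adjusted p = 0.00876). With the replicate number as a block (mean correlation of same-numbered mice −0.13), the NES was −2.11 for absorptive, −2.28 for deep secretory, −2.38 for goblet, −1.66 for progenitor 3 and 1.58 for progenitor 1, all still called, while enteroendocrine (0.70), progenitor 2 (0.71) and tuft (0.54) changed sign without being called.

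**Figure D3:**
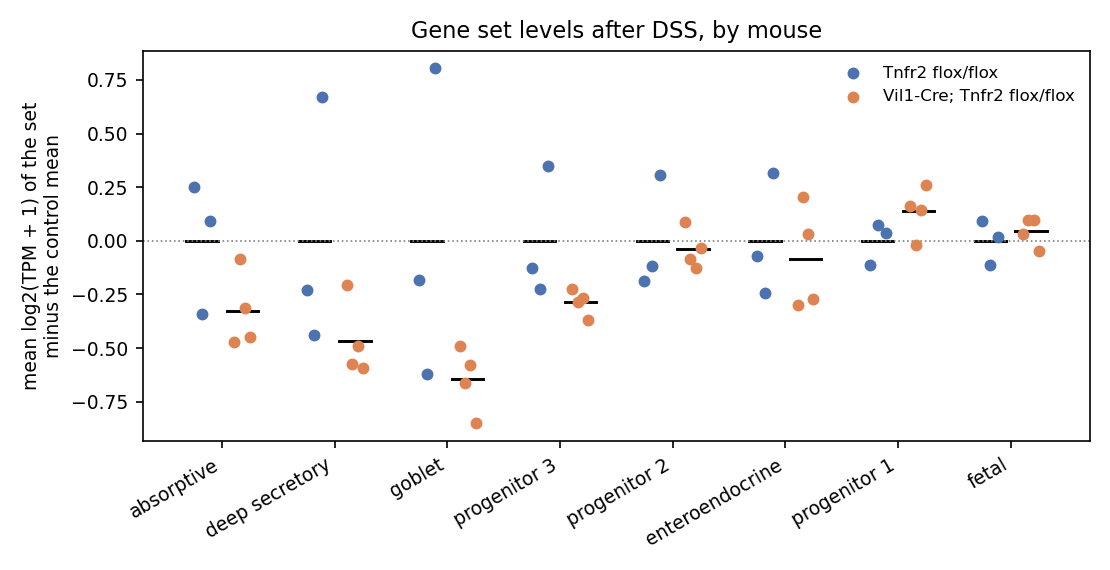
Mean log2(TPM + 1) of each gene set in each DSS-treated mouse, minus the mean of the controls (vertical axis, log2 units), for 8 sets (horizontal axis). Points are mice, horizontal bars are group means and colours are genotype labels. The controls are more spread than the mice labelled knockout in the absorptive, deep secretory, goblet and progenitor 3 sets.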

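Over all 14 sets, 9 were called after DSS against random gene sets, 5 higher and 4 lower in the mice labelled knockout. By permutation of the mice, 1 of the 14 had an unadjusted p under 0.05 (the goblet list), and its value adjusted over the sets was 0.400, which the 35 splits fix in advance for a single set at the smallest p. The exact permutation test of the set means gave 0 sets under 0.05. Limma's camera, which allows for the correlation between the genes of a set, called none, with adjusted p-values from 0.467 to 0.730. In the water-treated mice 9 of the 14 sets were called as well, among them deep secretory, with an NES of 2.40 (adjusted p = 0.00083, exact permutation p of the set mean 0.0397, n = 4 and 5, and 0.556 after adjustment), and the difference between the treatments was not tested. The paper sets the rise of fetal, proliferative and progenitor sets beside the fall of differentiated cell sets, and from this it proposes increased regenerative signaling in the epithelium without TNFR2.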

We next examined whether the loss of TNFR2 affected the spatial distribution and persistence of *Ly6a+* epithelial cells. Colon tissues of *Vil1*-Cre; Tnfr2^flox/flox^ and control Tnfr2^flox/flox^ mice were collected at d 0 (pre-injury), 8 (acute injury), 12 (early repair), and 35 (late repair). We analyzed the distribution of *Ly6a* transcript and quantified its expression using *in situ* hybridization. At d 0, we detected sparse labeling of epithelial cells, consistent with low-baseline levels of *Ly6a* expression (Figures 3C, 3D, and 3I). At d 8, its expression was induced in proximity to wounded regions similarly in both knockout and control genotypes and there were no significant changes in *Ly6a* density between groups (Figure 3I). However, at d 12, the labeling was markedly reduced in wild-type mice, whereas strong staining for Ly6a was still observed in the injured regions in knockout animals (Figures 3E, 3F, and 3I). At d 35, the overall colonic epithelial structure in wild-type animals had largely recovered albeit with slight residual expression of *Ly6a*^4^; however, in knockout animals, we continued to observe abnormal crypt structures that stained prominently with the *Ly6a* probe (Figures 3G, 3H, and 3I). Thus, the epithelial loss of TNFR2 is associated with the extended persistence of *Ly6a+* epithelial cells during the colonic injury-repair cycle.

We further analyzed whether loss of TNFR2 influenced other outcomes of epithelial status in DSS-injured colon. In “Swiss roll” histology of the colon, we quantified the fraction of the mucosa exhibiting crypt abnormalities or ulceration (Figure 3J). Wild type and TNFR2-deficient epithelium exhibited similar levels of injury at d 8, a time point consistent with maximal histological injury,^29^ but prior to the peak induction of TNFR2. However, at the later time points, the TNFR2-deficient epithelium remained proportionally more affected by injury. Moreover, the knockout epithelium had reduced the census of goblet and deep crypt secretory cells at d 12 (Figures 3K–3M). Together, these results suggest that loss of TNFR2 does not affect the initial magnitude of wounding or early repair but rather delays the later stages of wound healing and slows the return of secretory cell differentiation.

### TNFR2 knockout accelerates growth of colonoids

Although the loss of epithelial TNFR2 is correlated with the persistence of regenerative changes including *Ly6a* expression, epithelial hyperproliferation, and altered differentiation, it is possible that these effects are secondary to processes that govern the response to injury across multiple systems *in vivo*. To determine whether TNFR2 directly mediates changes in regenerative cells in a reductionist system, we tested whether TNFR2’s effects could be recapitulated in cultures containing colonic epithelial organoids (“colonoids”). We hypothesized that the growth dynamics of colonoid cultures in TNFR2’s absence might reflect continued regeneration and proliferation. We first established colonoid cultures from distal mouse colon and expanded them for >5 passages. We subsequently dissociated the cultures to single cells and compared the growth pattern of wild type, *Tnfr2*^*−/−*^, and *Tnfr1*^*−/−*^ derived colonoids, relying on the fact that only single cells with stem capability can re-form colonoids.^36^ We quantified the colonoid formation rate and the size and number of colonoids after 4, 7, 11, 14, and 21 days *in vitro*. We found that TNFR2-deficient colonoids establish more efficiently (2-fold; 3 experimental repeats) and grow 1.5-fold faster than their wild type or *Tnfr1*^*−/−*^ counterparts (Figures 4A–4E). The sizes of the overall structures (Figure 4F), as well as the number of buds (Figure 4F’), were higher for *Tnfr2*^*−/−*^ colonoids. This observation suggests that TNFR2 normally restricts epithelial proliferation and the organoid growth rate.

**Figure 4:**
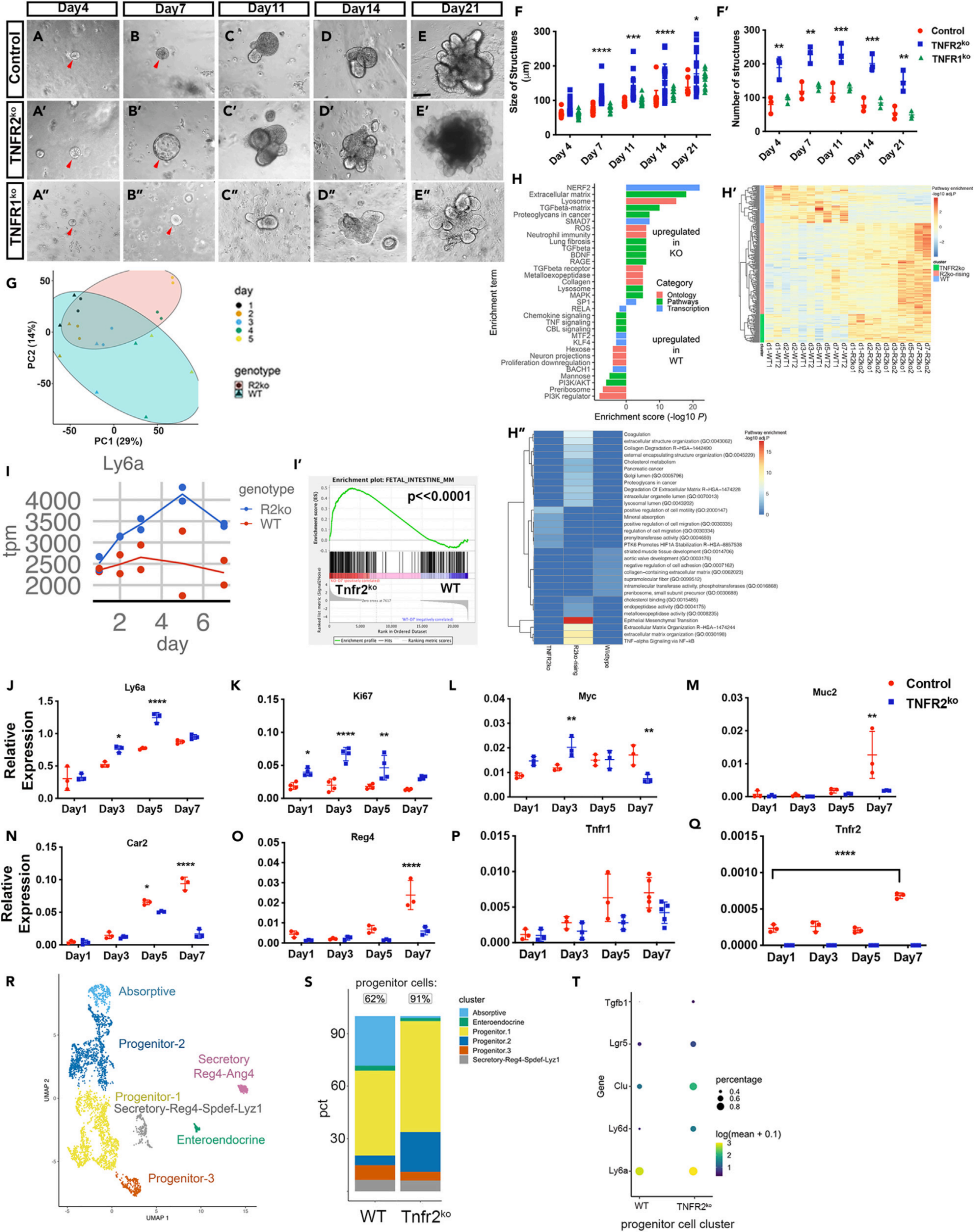
Transcriptomic characterization of TNFR2-deficient colonoids (A–E) The growth pattern of single-cell-derived colonoids is compared between whole-body *Tnfr2*^*−/−*^, whole-body *Tnf1*^*−/−*^, and wildtype (C57BL/6) mice (8weeks) after 4, 7, 11, 14, and 21 days *in vitro* (3 experimental repeats). *Tnfr2*^*ko*^-single cells were able to grow 1.5-fold faster than *Tnf1*^*−/−*^ and control colonoids over time. Scale bar: 100um. (F) The size of structures (μm) was significantly higher in *Tnfr2*^*−/−*^ colonoids compared to *Tnf1*^*−/−*^ and wildtype at day7 (∗∗∗∗p < 0.0001), day11(∗∗∗p = 0.0002), day14(∗∗∗∗p < 0.0001), and day21 (∗p = 0.02); and the number of structures (F′) were greater in TNFR2-deficient colonoids (day4–21) compared to *Tnfr1*^*−/−*^ and control. (∗∗p = 0.001, ∗∗∗p = 0.0005; mean ± SD, one-way ANOVA). (G–I) RNA-sequencing analysis of *Tnfr2*^*−/−*^ and wildtype colonoids were performed from day 1–7 post passage. (G) PCA plot showed cluster of WT vs. *Tnfr2*^*−/−*^ samples at different timepoints. (H) Changes in the activity of transcripts and pathways were analyzed in *Tnfr2*^*−/−*^ colonoids. (H′) Heatmap of aggregated gene expression was compared between WT, TNFR2^ko^-rising (genes that are elevated in the Tnfr2^ko^ specimens late in the time course) and TNFR2^ko^ (genes that are always higher in Tnfr2^ko^ specimens) clusters in WT and *Tnfr2*^*−/−*^ colonoids from day 1–7. (H″) The enrichment of pathways in WT, TNFR2^ko^-rising, and TNFR2^ko^ clusters was shown. (I) RNA-sequencing analysis of TNFR2-deficient colonoids showed the enrichment of fetal associated transcripts (I’; p≪0.0001) and upregulation of Ly6a at day 5–7. (J–Q) qPCR analysis of *Tnfr2*^*−/−*^ and wildtype colonoids showed the upregulation of *Ly6a* (J), *MKi-67* (K), *Myc* (L) and downregulation of *Muc2* (M), *Car2* (N), and *Reg4* (O) in *Tnfr2*^*−/−*^ colonoids. *Tnfr1* level remained unchanged (P) and *Tnfr2* was entirely absent (Q) in *Tnfr2*^*−/−*^ colonoids compared to control. (∗p < 0.02, ∗∗p = 0.001, ∗∗∗∗p < 0.0001; mean ± SD, unpaired t-test). (R–T) Single cell RNA-sequencing analysis of *Tnfr2*^*−/−*^ and wild-type colonoids were performed at 7 DPP. (R) Discrete clusters of progenitors (3 clusters), absorptive cells (1 cluster), and secretory cells (3 clusters) can be identified in the UMAP visualization. (S) The proportion of progenitor-like cells was increased to 91% of the recovered cells in *Tnfr2*^*−/−*^ compared to 62% in wild-type colonoids. (T) The elevation of *Ly6a*, *Ly6d*, *Tgfb1*, *Clu*, and *Lgr5* was shown in *Tnfr2*^*−/−*^ colonoids.

### Transcriptomic characterization of TNFR2-deficient colonoids

To determine the potential mechanism through which TNFR2 regulates epithelial dynamics in colonoids, we performed bulk RNA-seq analysis of WT and *Tnfr2*^*−/−*^ colonoid cultures at 1, 2, 3, 5, and 7 days post-passage (DPP). Unlike in Figures 4A–4F, in the following experiments, the organoids were not passaged to single-cell granularity. We first analyzed the dynamic changes in gene expression in WT organoids to obtain a normal sequence of organoid development. Previous single-cell data have shown that immediately after passage, small-intestinal organoids are in a *Yap1*-defined regenerative state for several days. Then, symmetry breaking and Paneth cell differentiation induce a cascade of budding and cellular differentiation.^37^ In the colonoid cultures here, gene set enrichment analysis (GSEA) showed enrichment of distinct pathways and cell phenotypes at early (DPP 1–3) versus late (DPP 5–7) time points after passage (Figure S4). In the early stage, the transcriptomes of colonoid cultures were dominated by proliferative signals. In contrast, in the late stage, the emergence of differentiation (e.g., glycosphingolipid biosynthesis, metabolism of carbohydrates) and increased interferon signaling were apparent. Thus, colonoid cultures exhibit dynamic regulation of overall transcriptional phenotype.

We next examined whether the pattern of gene expression changes was altered in *Tnfr2*^*−/−*^ colonoid cultures. We examined all genes that showed a significant genotype-associated difference and used hierarchical clustering to group them into modules. These modules circumscribed genes in *Tnfr2*^*−/−*^ cultures that were either: (1) persistently elevated, (2) persistently suppressed, or (3) specifically elevated in the late phase (Figure 4H’). In the late phase of growth (Figure 4G), *Tnfr2*^*−/−*^*-*associated pathways included upregulated TGFβ signaling, matrix metalloproteinases, and ECM components, consistent with matrix interactions that define early repair^4^ (Figures 4H–H”). In contrast, wild-type organoid cultures were relatively depleted of proliferation and enriched in chemokine and TNF-signaling pathways (Figure 4H). We noted that *Ly6a* increased in expression in *Tnfr2*^*−/−*^ colonoid cultures over time (Figure 4I). To determine whether the elevation of Ly6a was consistent with the regenerative (“fetal”) profile, we performed GSEA on the aggregated abundance values at 5–7 DPP and found significant enrichment of this profile in knockout colonoid cultures (p < 0.0001; Figure 4I’). Consistent with RNA-seq profiling, qPCR analysis of a validation cohort showed upregulation of regenerative and proliferative signaling (*Ly6a*, *Mki67*, and *Myc*), and downregulation of markers of differentiated cells including goblet cells (*Muc2*), differentiated colonocytes (*Car2*), and deep crypt secretory cells (*Reg4*) in TNFR2^−/−^ colonoid cultures compared to controls (Figures 4J–4O). The level of *Tnfr1* transcript increased over time but did not differ between genotypes (Figure 4P); thus, TNFR1 expression was not elevated to compensate for absence of TNFR2. TNFR2 was consistently expressed in wild-type organoid cultures and was entirely absent in knockout organoids (Figure 4Q).

To determine whether the bulk gene expression data correlated with changes in cell-type abundance, we performed single-cell RNA-seq analysis on WT and *Tnfr2*^*−/−*^ colonoid cultures at 7 DPP. We recovered 6,155 cells in the analysis, of which the majority (4,172 or 68%) were TNF-expressing *Krt8+* epithelial cells, and the remainder were colonic mucosal *Pdgfra+* fibroblasts (Figures S5A and S5B) expressing TGFβ. We identified 7 clusters of epithelial cells corresponding to progenitors (3 clusters), absorptive cells (1 cluster), and secretory cells (3 clusters) (Figure S5C). The proportion of progenitor-like cells was increased to ∼90% in the knockout condition, from ∼60% in the wild-type condition (Figures 4R–4T). Consistent with the bulk sequencing data, the expression of stem cell and regenerative genes including *Lgr5*, *Clu* (a “revival” stem cell marker,^38^ *Ly6a*, *Ly6d*, and *Tgfb1* were elevated in *Tnfr2*^*−/−*^ colonoids (Figure 4T). In summary, the impact of TNFR2 depletion in colonoid cultures recapitulates the persistence of *Ly6a* expression and reduced differentiation seen in a mouse colitis injury model. Although the presence of fibroblasts in the culture might partially contribute to mesenchymal-epithelial interactions underlying TNFR2’s effects, the combination of organoid studies and epithelial-targeted *Tnfr2* deletion *in vivo* nonetheless strongly suggests that TNFR2 acts directly on the epithelium after injury to reduce *Ly6a* expression, downregulate proliferation, and promote restoration of secretory cell differentiation, all hallmarks of colonic epithelial health and homeostasis.

## Discussion

Here, we show that the injury-associated induction of TNFR2 in colonic epithelium is critical for the downregulation of regeneration-associated transcriptional reprogramming and restoration of secretory cell differentiation in mice. In support of this model, we found that *Tnfr2* transcripts were elevated specifically in cells near the wound margin. In the DSS injury-repair model, which allows interrogation of different repair processes spread out over several days following acute colitis, peak *Tnfr2* expression occurred several days following initial induction of *Ly6a*, in overlapping crypt populations. Furthermore, loss of epithelial TNFR2 *in vivo* led to increased retention of *Ly6a* expression, persistent regenerative morphological changes, and delayed return of goblet and deep crypt secretory cell differentiation. These were likely direct effects, as they could be replicated *in vitro* in colonoids. Thus, a simple explanation for these findings is that the late upregulation of *Tnfr2* represents a mechanism that is utilized in *Ly6a+* cells to de-program them from the regenerative and hyperproliferative state.

The current model of intestinal epithelial repair posits that cells undergo reprogramming to a state resembling fetal epithelium. Activation of Yap/Taz may be critical for initiation of repair.^4^ In contrast, the signals that mediate the reversal of repair-associated reprogramming remain largely unknown, although retinoic acid signaling may represent one potential pathway.^37^ Here, we report that TNF signaling may represent another potential “reversal” pathway. Although the persistence of regenerative signaling in TNFR2-deleted mice might be predicted to induce faster wound healing, our results demonstrate the opposite, as epithelium-targeted knockout animals still exhibited ulcers late in the healing process. This would suggest that TNFR2’s functions are needed for proper healing of the mucosa or for the prevention of further injury and might be explained by TNFR2’s essential role in re-establishing the secretory cell population. Previous studies have shown that secretory cells are important for wound healing, as mucus serves as an important barrier against microbes, and goblet cells secrete pro-restitutive molecules such as trefoil factors.^39^^,^^40^^,^^41^^,^^42^ Our study thus identifies TNFR2 as an important regulator of wound repair.

Several upstream mechanisms may underpin the common function of *Tnfr2* in both the organoid and *in vivo* (DSS-treated mice) systems. Upregulation of the gene is observed in both contexts. In the *in vivo* mouse model, *Tnfr2* upregulation is correlated with time points of high-cytokine expression.^1^ Thus, cytokine elevations may be driving the observed effects. In fact, injury-associated reprogramming involves activation of interferon-responsive genes.^3^ However, similar transcriptional changes are seen in early organoid maturation and occur independently of interferon or immune-cell exposure.^37^ Thus, it may be that a broad set of pathways, perhaps associated with the release and detection of damage-associated molecular patterns during the breaking apart of large organoids, suffice as downstream triggers of reprogramming and *Tnfr2* upregulation, and can be activated by a variety of immune and non-immune injury stimuli.

TNFR2’s upregulation and functions can be viewed as part of an adaptive epithelial response to modulate cell dynamics, differentiation, and mucosal status at pivotal moments of cytokine/ligand elevation (inflammation), injury, and repair. This study reveals added functions for TNF beyond the mediation of inflammatory signaling and cell death. Although anti-TNF agents are commonly used to treat IBD,^10^^,^^11^ these agents exhibit a high-failure rate,^43^^,^^44^^,^^45^^,^^46^ which is often reflected by a lack of long-term mucosal healing.^47^ Genetic polymorphisms modulating expression of TNFR2 are also associated with response to anti-TNF in CD patients.^48^ These findings support the influence of TNFR2 in the therapeutic response to anti-TNF treatment. Future studies are needed to understand whether pharmacological TNF inhibition directly impairs wound resolution by suppressing epithelial TNFR2 signaling and conversely, whether stimulating TNFR2 could promote epithelial repair.

### Limitations of the study

TNFR2 did not exhibit significant effects on the metrics of inflammation used in this study. Dissecting the complex relationship between wound repair and inflammation is an important goal, but it may be more suitable to interrogate this in inflammation-driven models of colonic wounding such as the *Il10*^*−/−*^ model. In addition, deep analysis of mouse and human IBD datasets may help to define the range of cytokines that activate TNFR2’s expression and functions.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit anti REG4	Abcam	RRID: AB_ab255820
Rabbit anti MUC2	Santa Cruz Biotechnology	RRID: AB_sc-15334
Rabbit anti-pHH3 (Ser10)	Cell Signaling Technology	RRID: AB_9701S
Armenian Hamster anti-TNFR2(CD120b)	ThermoFisher Scientific	RRID: AB_MA5-32618
PerCP/Cy5.5 anti-CD326 (EpCAM)	Biolegend	RRID: AB_118219
FITC Rat anti-Mouse CD326(EpCAM)	Invitrogen	RRID: AB_11579180
Alexa Fluor 488 Rat anti-Mouse Ly-6A/E (Sca1)	Southern Biotechnology Associates	RRID: AB_175530
truStain fcX (Rat anti-CD16/32)	Biolegend	RRID: AB_101320
Streptavidin-PE	Biolegend	RRID: AB_405203
Alexa Fluor 555 Goat anti-Rabbit	ThermoFisher Scientific	RRID: AB_A27039
BV421 Donkey anti-Goat	JacksonImmuno Research	RRID: AB_705675147

**Chemicals, peptides, and recombinant proteins**		

Liberase TM	Sigma-Aldrich	5401119001
DNase I	Sigma-Aldrich	D5025
Y-27632	EMD Millipore	688000
CHIR99021	Stemgent	04-0004
IntestiCult	STEMCELL	06005
Matrigel	Corning	356237
DMEM/F12	STEMCELL	36254
Bovine Serum Albumin	Sigma-Aldrich	A9576
Dextran Sulfate Sodium (DSS)	MP Biomedicals	0216011090
3, 3 -diaminobenzidine (DAB)	Vector Labs	SK4105
Oxazolone	Sigma	862207

**Critical commercial assays**		

RNAscope.5 HD Reagent Kit Brown-Mm Kit	ACDBio	322371
RNAscope 2.5 HD Duplex Reagent Kit	ACDBio	322430

**Deposited data**		

Organoid bulk RNA-Seq	This paper	GSE157751 access token: mbelikcybfsnlwj
Organoid single-cell RNA-Seq	This paper	GSE230816 access token: yfilcswktnmtzad
Mouse colonic epithelium bulk RNA-Seq	This paper	GSE230329 Access token: yzwzgcggbnqdtmd

**Experimental models: Organisms/strains**		

C57BL/6	Jackson Labs	RRID:IMSR_JAX:000664
*Tnfr2*^*−/−*^ (B6.129S2-Tnfrsf1b^tm1Mwm^/J) #002620	Jackson Labs	RRID:IMSR_JAX:002620
*Tnfr1*^*−/−*^	Jackson Labs	RRID:IMSR_JAX:002818
*Il-10*^*−/−*^	Jackson Labs	RRID:IMSR_JAX:002251
*Vil1*-Cre (B6.Cg-Tg(*Vil1*-cre)1000Gum/J)	Jackson Labs	RRID:IMSR_JAX:21504
*Tnfr2*^*flox/flox*^	Institute Clinique de la Souris	RRID:EMMA ID: EM-05925

**Software and algorithms**		

FlowJo	FlowJo	10.4
ImageJ	NIH image	version 2.0.0-rc-67/1.52days
GraphPad Prism	GraphPad	7
Adobe Photoshop	Adobe	CC 2019
Kallisto/sleuth	Pachter Lab^49^	0.44.0
Monocle3	Cao et al.^50^	1.0.0

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Brent Polk ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and study participant details

#### Mice

All mice were housed in animal facility in accordance with regulations of the Institutional Animal Care and Use Committee (IACUC) (internal protocol#S21028) at University of California San Diego. Mice were co-housed for a week before setting the experiment and were euthanized with isoflurane prior to dissection. Strain and stock # of mice from Jackson Laboratory were as follows: C57BL/6 #000664, *Tnfr2*^*−/−*^ (B6.129S2-Tnfrsf1b^tm1Mwm^/J) #002620, *Il-10*^*−/−*^ #002251, *Tnfr1*^*−/−*^ #002818, Vil1-Cre (B6.Cg-Tg(Vil1-cre)1000Gum/J) #21504. *Tnfr2*^*flox/flox*^ (with a loxP-flanked TNFR2 exon 2; *Tnfrsf1b tm1c*) was originated in EMMA (EM#05925) and provided from ICS, Institut Clinique de la Souris, Illkirch/Strasbourg, France. Vil1-Cre; Tnfr2^flox/flox^ were generated by breeding of Vil1-Cre and *Tnfr2*^*flox/flox*^ mice at UCSD for >10 generations.

#### Dextran sulfate sodium (DSS) colitis injury model

Prior to the induction of colitis, mice (8 weeks; male and female) were trained to drink water only from the bottles for at least 3days. DSS colitis injury was induced in mice by administration of 3.5% w/v DSS (36–50 kDa M mass; MP Biomedicals) in distilled water for 6 days followed by regular drinking water. To validate the colonic injury, stool and body weight were measured regularly.

#### Oxazolone colitis

Oxazolone (Sigma #862207) was diluted in 50% ethanol to reach its final concentration of 6%. Mice (8 weeks; male and female) were anesthetized with isoflurane. 1mL-syringe mounted with a lubricated blunt cannula (ThermoFisher Scientific #202322) was used to instill 50 μl into the colon of C57BL/6 mice (8 weeks; male and female). Mice were inverted till end of recovery period.

### Method details

#### Histological processing

Euthanized mice were dissected, and the colon tissue was removed from the mice. The colon was opened longitudinally and washed with PBS to be clear from fecal contents. Flattered colon was fixed in 4% paraformaldehyde (PFA) overnight at 4°C. Paraffin embedding, OCT embedding, and histological staining such as hematoxylin and eosin (H&E) were performed according to standard protocols.

#### Immunohistochemistry

Immunohistochemistry was performed using standard protocols. Primary antibodies were incubated at 4°C overnight. Primary antibodies used were rabbit anti-pHH3 (Ser10) (Cell Signaling Technology #9701S, 1:500 dilution), rabbit anti-MUC2 (Santa Cruz Biotechnology #sc-15334, 1:500 dilution), rabbit anti-REG4 (abcam #ab255820, 1:500 dilution). Secondary antibodies (1:200 dilution) included a goat anti-rabbit Alexa Fluor 555 (ThermoFisher Scientific, #A27039).

#### Primary culture of colonic epithelial cells in matrigel

Cultures were established from the distal part of the colon from wildtype, Tnfr1^ko^, and Tnfr2^ko^ mice (8weeks; male and female). There were three experimental repeats, and for each experiment we used 3 mice per genotype. 2-mm^2^ tissue fragments were incubated with prewarmed digestion solution (0.2 Wunsch units/mL Liberase TM + 200 Kuntz units/mL DNase I in DMEM/F12 + 15 mM HEPES) for 30 min at 37°C with 180 rpm rotation. After vigorous pipetting and the passage of tissue through 100-μm-pore cell strainer, crypt units were washed with DMEM/F12 (STEMCELL, #36254) supplemented with 10% FBS, embedded in Matrigel (Corning, #356237) and cultured in IntestiCult organoid growth medium (STEMCELL, #06005). After 5 passages to dissociate organoids to single-cells, 40-μm-pore cell strainer was used. Isolated single-cells were washed with IntestiCult, imbedded in Matrigel (Corning) and cultured in IntestiCult medium supplemented with CHIR99021 (Stemgent #04-0004, 3 μM) and Y-27632 (EMD Millipore #688000, 10 μM, added for the first 2 days). Medium was changed every two days. The size and number of spheroids and budding structures were analyzed every day.

#### *In situ* hybridization

*In situ* hybridization was performed according to manufacturer’s instruction with the RNAscope.5 HD Reagent Kit Brown-Mm Kit (ACDBio #322371). The RNAscope Probe-Mm-Tnfrsf1b (#435941), Mm-Ly6a (#427571) from ACDBio was used. 10 min incubation with DAB (Vector Labs, #SK4105) was followed by counterstaining and mounting.

Duplex *in situ* hybridization was performed according to manufacturer’s instruction with the RNAscope 2.5 HD Duplex Reagent Kit (Chromogenic) (ACDBio #322430). The RNAscope Probe-Mm-Tnfrsf1b (#435941) with Mm-Ly6a-C2 (#427571-C2), Mm-mKi-67-C2 (#416771-C2), Mm-Muc-2-C2 (#315451-C2), or Mm-Reg4-C2(#409601-C2) from ACDBio was used.

#### RT-qPCR

Flow cytometric sorted cells were centrifuged at 1400 rpm. After removing the supernatant, the cells were suspended in 1mL Trizol overnight at −80°C. Using standard Trizol RNA extraction protocol, RNA was isolated from the sorted cells and precipitated with 800 ul Isopropyl alcohol. cDNA was prepared using the Verso cDNA Synthesis Kit from ThermoFisher Scientific (#AB1453B). The Quantitative PCR reaction was performed using the TaqMan Fast Advanced Master Mix (ThermoFisher Scientific #4444964) on a Bio-rad iQ5 thermocycler with 39-cycle repeats. Primer and probe oligonucleotides were obtained from IDT. Gusb and Hprt1 were used as reference genes (Wang et al., 2010). GUSB: (Mm.PT.39a.22214848), Hprt1: (Mm.PT.39a.22214828), Actb: (Mm.PT. 39a.22214843.g). Ly6a: (Mm.PT.58.49069476), Ki-67:(Mm.PT. 58.7871981), Myc: (Mm.PT.58.13590978), Muc-2: (Mm.PT. 58.29496069), Car-2: (Mm.PT.58.42151862), Reg-4: (Mm.PT.58.12037171), Tnfr1: (Mm.PT.58.13258743), Tnfr2: (Mm.PT.58.30148877).

qRT-PCR data were analyzed by using the comparative ΔΔCt method.^51^

#### Flow cytometry

8-week- old mice (male and female) were dissected and the colonic mucosal layer was detached from the muscle layer using fine forceps. In DSS colitis the injured colonic regions were identified under a stereomicroscope and separated from unaffected colon prior to downstream processing.

The 2-mm^2^ fragmented tissue was incubated with prewarmed digestion solution (0.2 Wunsch units/mL Liberase TM + 200 Kuntz units/mL DNase I in DMEM/F12 + 15 mM HEPES) for 30 min at 37°C with 180 rpm agitation. After vigorous pipetting and passage through 70-μm-pore cell strainer, tissue was washed with DMEM/F12 supplemented with 10% FBS, and then with HEPES-buffered saline^52^ supplemented with 0.5% BSA.

All subsequent washes and stainings were performed in HBS+0.5% BSA. The colonic cells were stained with 0.1 μM DAPI and blocked with a solution composed of 5% mouse/rat serum supplemented with mouse Fc block (rat anti-CD16/32 antibody, Biolegend “truStain fx” #101320) for 15 min at 4°C. Next, colonic cells were probed with primary antibodies (1:100 dilution) for 1 h at 4°C. After two washes cells were stained with a mixture of preconjugated (1:100 dilution) and secondary antibodies (1:200 dilution) for 30 min at 4°C.

PerCP/Cy5.5 anti-CD326 (EpCAM) (Biolegend #118219), Ly-6A/E (Sca1) rat anti-mouse Alexa Fluor 488 (Southern Biotechnology Associates, #175530), Armenian hamster anti-TNFR2(CD120b) (ThermoFisher Scientific #MA5-32618) primary antibodies, and donkey anti-goat Alexa Fluor 647 (Invitrogen #A21447), Streptavidin-PE (Biolegend #405203) secondary antibodies were used.

After washes, cells were analyzed on a BD LSR II. Ultracomp eBeads (ThermoFisher Scientific) with individual antibody were used as compensation controls. Flow cytometric data was analyzed using FlowJo. Gates were adjusted consistently between control and experiments through the software.

#### RNA sequencing

Total RNA from organoids and isolated murine colonic epithelium was submitted to SeqMatic (Fremont, CA) for stranded library preparation and sequencing on an Illumina NextSeq (high output run, 1 × 75). For organoid studies, two biological replicates were sequenced for each timepoint. Approximately 10 million reads were recovered per sample. Reads within FASTQ files were pseudoaligned and quantified using kallisto, and differentially expressed transcripts between wildtype and knockout conditions were identified using sleuth. Downstream analysis of data was performed with custom-written scripts in R.

Abundance files for input into Gene Set Enrichment Analysis were generated by summing and aggregate individual transcript-per-million (tpm) levels per transcript per gene. Each comparison of wildtype versus TNFR2-deficient samples was made over the Hallmark gene set and a lab-curated database of fetal and colonic cell-type specific genes. The q-value based on the normalized enrichment score obtained from GSEA was used to determine statistical significance of pathway enrichment. The gene members of the lab-curated database are shown in Table S1.^35^ 

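Table S1 lists the members of each set by gene symbol. All 50 genes of the absorptive, deep secretory, enteroendocrine, progenitor 1, progenitor 2 and progenitor 3 lists were matched to the deposited values, as were 19 of the 20 goblet genes, all 8 tuft genes and 309 of the 317 fetal genes, 21 of the last by an older symbol. With a mean of at least 1 TPM required, 36 enteroendocrine, 4 tuft and 226 fetal genes remained. For GSEA a set needed at least 5 ranked genes. Camera was run without such a minimum, and after DSS it took the tuft list with 4 genes.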

Fetal genes are derived from the work of Mustata et al.^53^

Specific genes to each timepoint in organoid studies were identified by computing the timepoints of highest and second-highest expression. The log2-normalized expression ratio between these timepoints was calculated, and genes with a normalized ratio exceeding 1.0 were retained. The temporal expression pattern was then scaled and normalized in R, and hierarchical clustering applied with the cut-off chosen so that 2 clusters emerged (genes upregulated early and late). The results are shown in Table S2.

Genotype-associated genes in organoid studies were identified by selecting genes with a corrected p value <0.05 from the sleuth output wherein a linear model of expression was evaluated against the genotype factor. The temporal pattern of the selected genes was assigned among 3 clusters using hierarchical clustering. The pattern of the genes is shown in Table S3.

For single-cell RNA-Seq, single cell suspensions were obtained from colonic organoid cultures grown for 5 passages and isolated at 7 days after the last passage (7 DPP). Cells were lysed and barcoded with the 10X Genomics Chromium platform, pooled, and sequenced on the Illumina NovaSeq platform. UMI counts were obtained using cellranger. Downstream analyses were performed using monocle3. Cells with <100 UMI counts were filtered out. Abundance values per-cell were log-normalized by the total UMI count using the default methodology of monocle3. The top 100 principal components were used for dimensional reduction, and Leiden clustering at the default resolution was performed after uniform manifold approximation and projection (UMAP). Top markers of individual clusters were obtained using the top_markers() routine and was based on the calculation of Jensen-Shannon specificity scores, shown in Table S4. Mesenchymal cell clusters in the culture were identified by high expression of *Acta2* and were filtered out. Epithelial-mesenchymal doublets were identified by intermediate expression of epithelial (e.g., *Krt8*) and mesenchymal (e.g., *Acta2*) and were also filtered out. Epithelial cells were gated and subclustered to achieve the final cell-type assignments. Assignments were based on investigator-driven comparison with markers of known colonic epithelial cell-types.

#### Imaging

Image stacks were collected using a Zeiss LSM700 confocal inverted microscope with 5X, 10X or 20X lens with 1 Airy unit pinhole size. The air objectives were Plan-NeoFluar 10×/0.3 numeric aperture (NA), or Plan-Apochromat 20×/0.8 NA. Tiled images with 10% overlap were collected, and the matching of refractive index was performed with Zeiss software.

H&E images were acquired using a brightfield microscope.

### Quantification and statistical analysis

#### Statistical analysis

All statistical tests were calculated and graphed with GraphPad Prism 6. Significance was determined using mean ± SD, t-test or one-way ANOVA with Tukey’s post-hoc test. Quantifications were performed on images using built-in measurement functions in ImageJ.^54^

To analyze the density of a desired gene expression in Figures 1J and 2P and 2V, and 3I, we used the Integrated Density tool in ImageJ. For each histology image, the region of crypt was manually selected in the distal colon, and the Integrated Density tool calculated the sum of all stained pixels in a selected region. For each mouse, five contiguous crypts from a representative affected region were counted and the average of density value was presented.

To analyze the infiltration of immune cells at d 35 after exposure to 3.5% DSS in Figure S1C, H&E sections of both control and epithelial TNFR2 knockout groups were scored by Dr. Kay Washington based on Misra & parshad scoring system.^55^

To measure the length of injured area in DSS treated mice in Figure 3J, we used ImageJ. The length of affected regions was measured and normalized based on the whole length of each colon.

To analyze the size and number of structures in Figures 4A–4F′, we dissociated wildtype, *Tnfr2*^*−/−*^, and *Tnfr1*^*−/−*^ colonoids to single cells and seeded cells in 24-well plate for each genotype. From day 1–7, the number of survived single cells increased, cells grew and formed spheroids. After day 7, the number of structures did not change, spheroids grew and formed budding structures. After day 14, cells started to die, then the number of budding structures decreased. To measure the size of structures at different timepoint, we used ImageJ. The diameters of single cells, spheroids, and organoids were calculated and compared between experimental groups for each timepoint.

## Data Availability

• Sequencing data are deposited in the NCBI Gene Expression Omnibus (GEO) database and are publicly available as of the date of publication under the accession numbers GSE157751 (organoid bulk sequencing, reviewer access token: mbelikcybfsnlwj), GSE230329 (mouse colonic epithelium bulk sequencing, reviewer access token: yzwzgcggbnqdtmd), and GSE230816 (organoid single-cell sequencing, reviewer access token: yfilcswktnmtzad). These accession numbers are also listed in the key resources table. Microscopy data reported in this paper will be shared by the lead contact upon the request. • This paper does not report original code. • Any Additional information required to reanalyze the data reported in this paper is available from the lead contact upon the request.

# Supplementary material for: Colitis-induced upregulation of tumor necrosis factor receptor-2 (TNFR2) terminates epithelial regenerative signaling to restore homeostasis
**Source:** iScience. 2023 Sep 4;26(10):107829. doi: 10.1016/j.isci.2023.107829
**Supplement:** Document S1. Figures S1–S5

**Supplemental information**

**Colitis-induced upregulation of tumor necrosis  
factor receptor-2 (TNFR2) terminates epithelial  
regenerative signaling to restore homeostasis**

**Zohreh Sharifkhodaei, Cambrian Y. Liu, Nandini Girish, Ying Huang, Shivesh Punit, M.  
Kay Washington, and D. Brent Polk**

**Figure S1: Epithelial ablation of TNFR2 did not affect the severity of DSS-induced injury; Related to Figure 3**

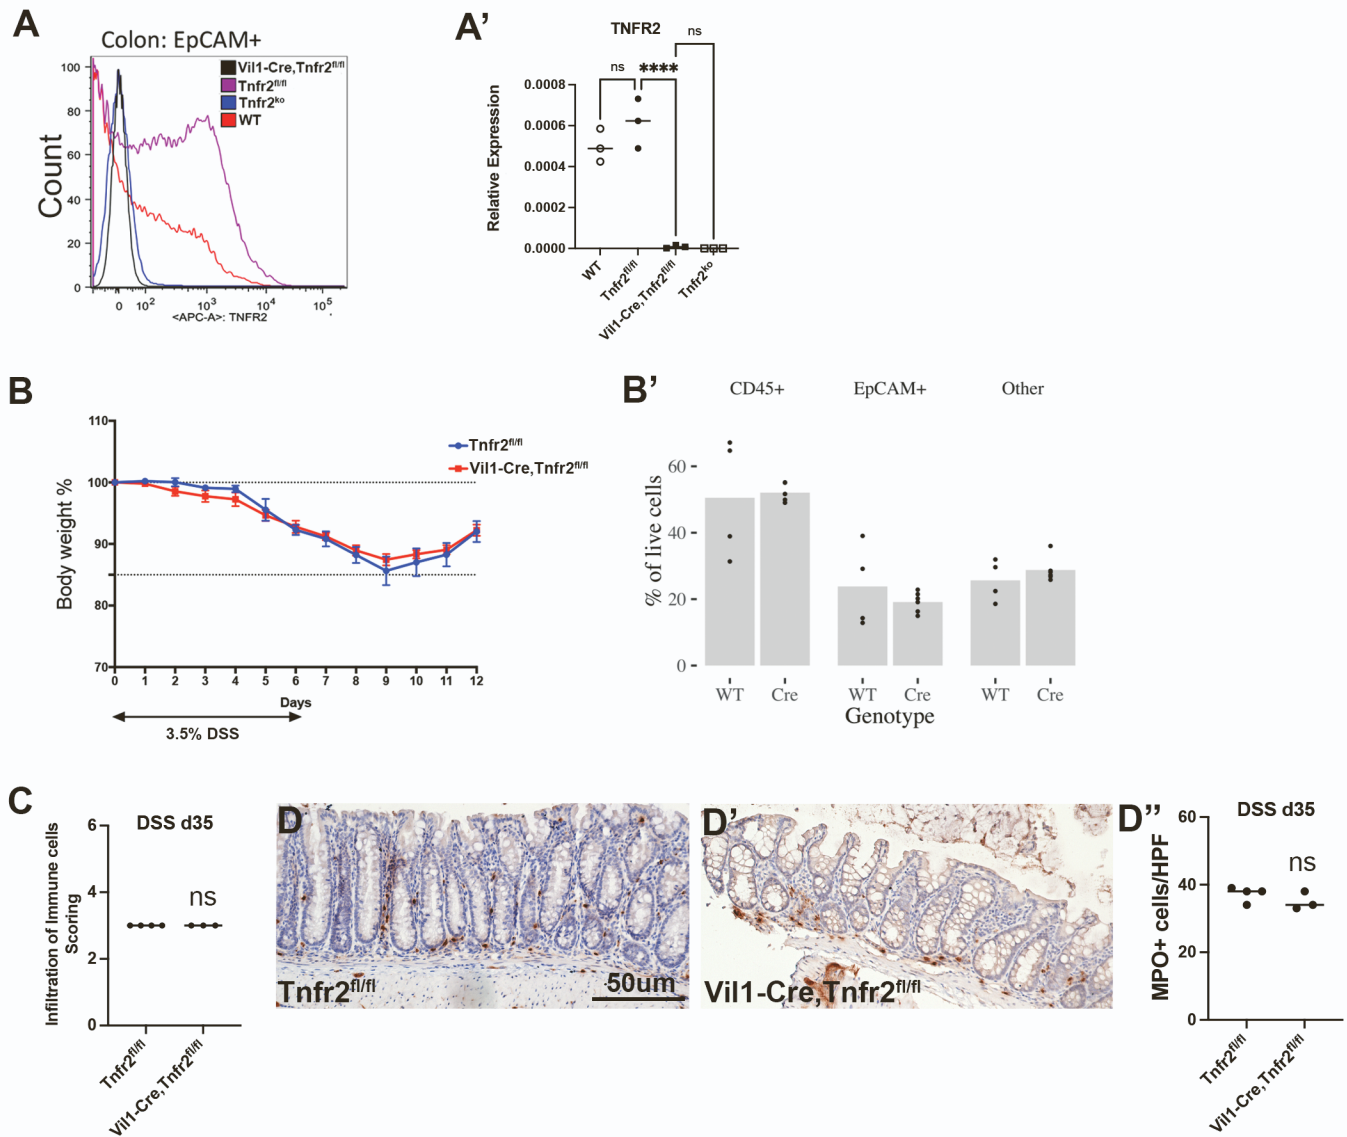

**Figure S1: Epithelial ablation of TNFR2 did not affect the severity of DSS-induced injury**  
**(A)** Flow cytometric analysis showed a significant reduction of TNFR2 expression level in EpCAM+ (epithelial) cells in *Tnfr2*<sup>-/-</sup> and *Vil1-Cre; Tnfr2*<sup>fl/fl</sup> compared to *Tnfr2*<sup>fl/fl</sup> and Wildtype controls. **(A')** qPCR analysis of EpCAM+ sorted cells showed the loss of TNFR2 expression in *Vil1-Cre; Tnfr2*<sup>fl/fl</sup> compared to *Tnfr2*<sup>fl/fl</sup>. **(B-D)** Data analysis showed no difference in the percentage of body weight loss (B), hematopoietic (CD45+) cell infiltration (B'), infiltration of immune cells (C; d35), and MPO expression (D-D''; d35) between *Vil1-Cre; Tnfr2*<sup>fl/fl</sup> and *Tnfr2*<sup>fl/fl</sup> (WT) after exposure to 3.5% DSS water. (\*\*\*\*p=0.0001; mean±SD, unpaired t-test). Scale bar: 50µm.

**Figure S2: Epithelial-specific TNFR2<sup>ko</sup> has a hyperproliferative signature;  
Related to Figure 3**

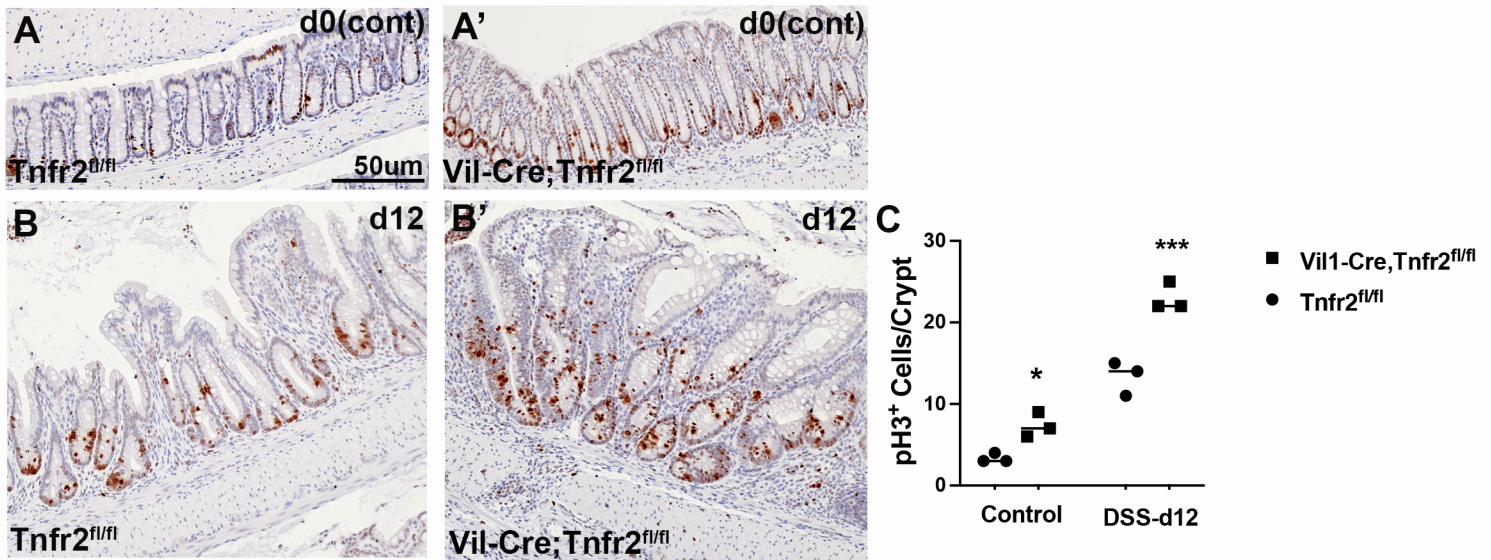

**Figure S2: Epithelial-specific TNFR2ko has a hyperproliferative signature**

(A-B) Epithelial ablation of TNFR2 showed increased proliferation (phospho-histone H3 (pH-H3); a mitotic marker) compared to TNFR2<sup>fl/fl</sup> (WT) at d0 (A, control) and d12 (B) after exposure to 3.5% DSS for 6 days. (C) Statistical analysis showed increased number of pH3+ cells per crypt in *Vil1-Cre; Tnfr2<sup>fl/fl</sup>* compared to *Tnfr2<sup>fl/fl</sup>* at d0 (control) and d12. (\*p=0.01, \*\*\*p=0.0003; mean±SD, unpaired t-test). Scale bar: 50um.

**Figure S3: Transcriptomic comparison of pathway enrichment between exp d12 and day 0 in control mice; Related to Figure 3**

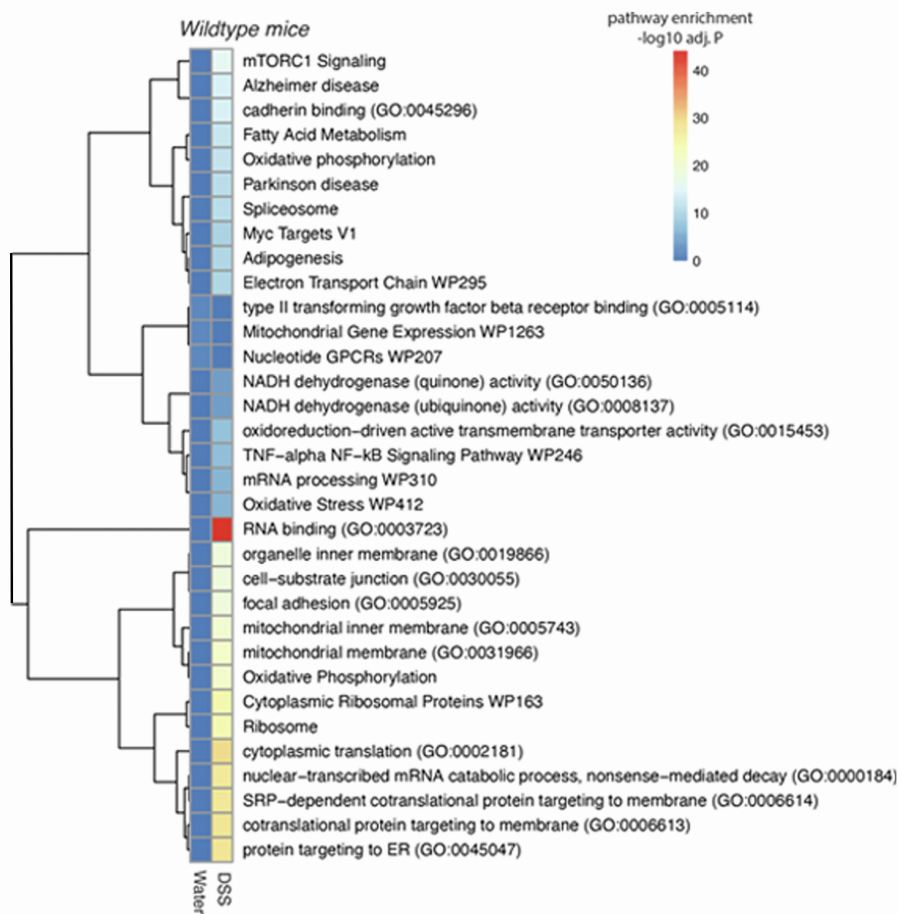

**Figure S3: Transcriptomic comparison of pathway enrichment between exp d12 and day 0 in control mice**

Transcriptome sequencing was performed for sorted EpCAM+ (epithelial) cells from the injured regions of distal colon at day 12 after DSS exposure and day 0 (control) in *Tnfr2<sup>flox/flox</sup>* mice. 

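The level of each process in the control mice can also be given as a rank, which no common scaling factor can move. The percentile of a gene among all genes of its mouse was averaged over each list. For ribosomal protein genes it was 92.6 ± 0.69 in the water-treated controls (SD, n = 4) and 93.0 ± 0.84 in the DSS-treated controls (n = 3). For oxidative phosphorylation it was 88.4 ± 0.47 and 88.7 ± 1.13, for oxidative stress 92.2 ± 0.97 and 91.7 ± 0.78, for TNF and NF-kB signaling 78.9 ± 1.77 and 76.5 ± 0.69, and for focal adhesion 79.7 ± 1.25 and 79.4 ± 0.74. These are levels, and no test was run between the separately normalized tables. Leukocyte markers were lower in the DSS-treated libraries, and how far RNA of leukocytes moved these ranks was not tested.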

Comparison of transcript expression between day 12 and day 0 revealed upregulation of pathways associated with metabolic regulation, ribosomal function, oxidative stress, TNF signaling, and focal adhesions at day 12 in control mice.

Figure S4: Transcriptomic analysis of wildtype colonoids; Related to Figure 4

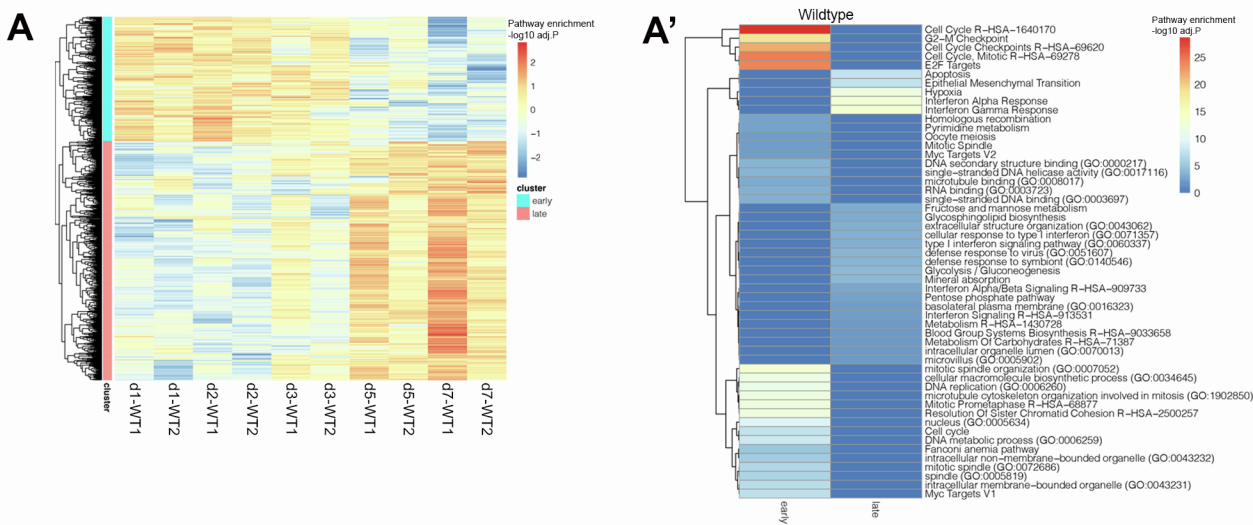

**Figure S4: Transcriptomic analysis of wildtype colonoids**  
(A) Heatmap plot of individual gene progression was compared in early and late clusters in wildtype colonoids from day 1 to 7. (A') The enrichment of pathways in early and late clusters was shown in wildtype colonoids.

**Figure S5: Single-cell RNA-seq analysis on WT and *Tnfr2*<sup>-/-</sup> colonoid cultures; Related to Figure 4**

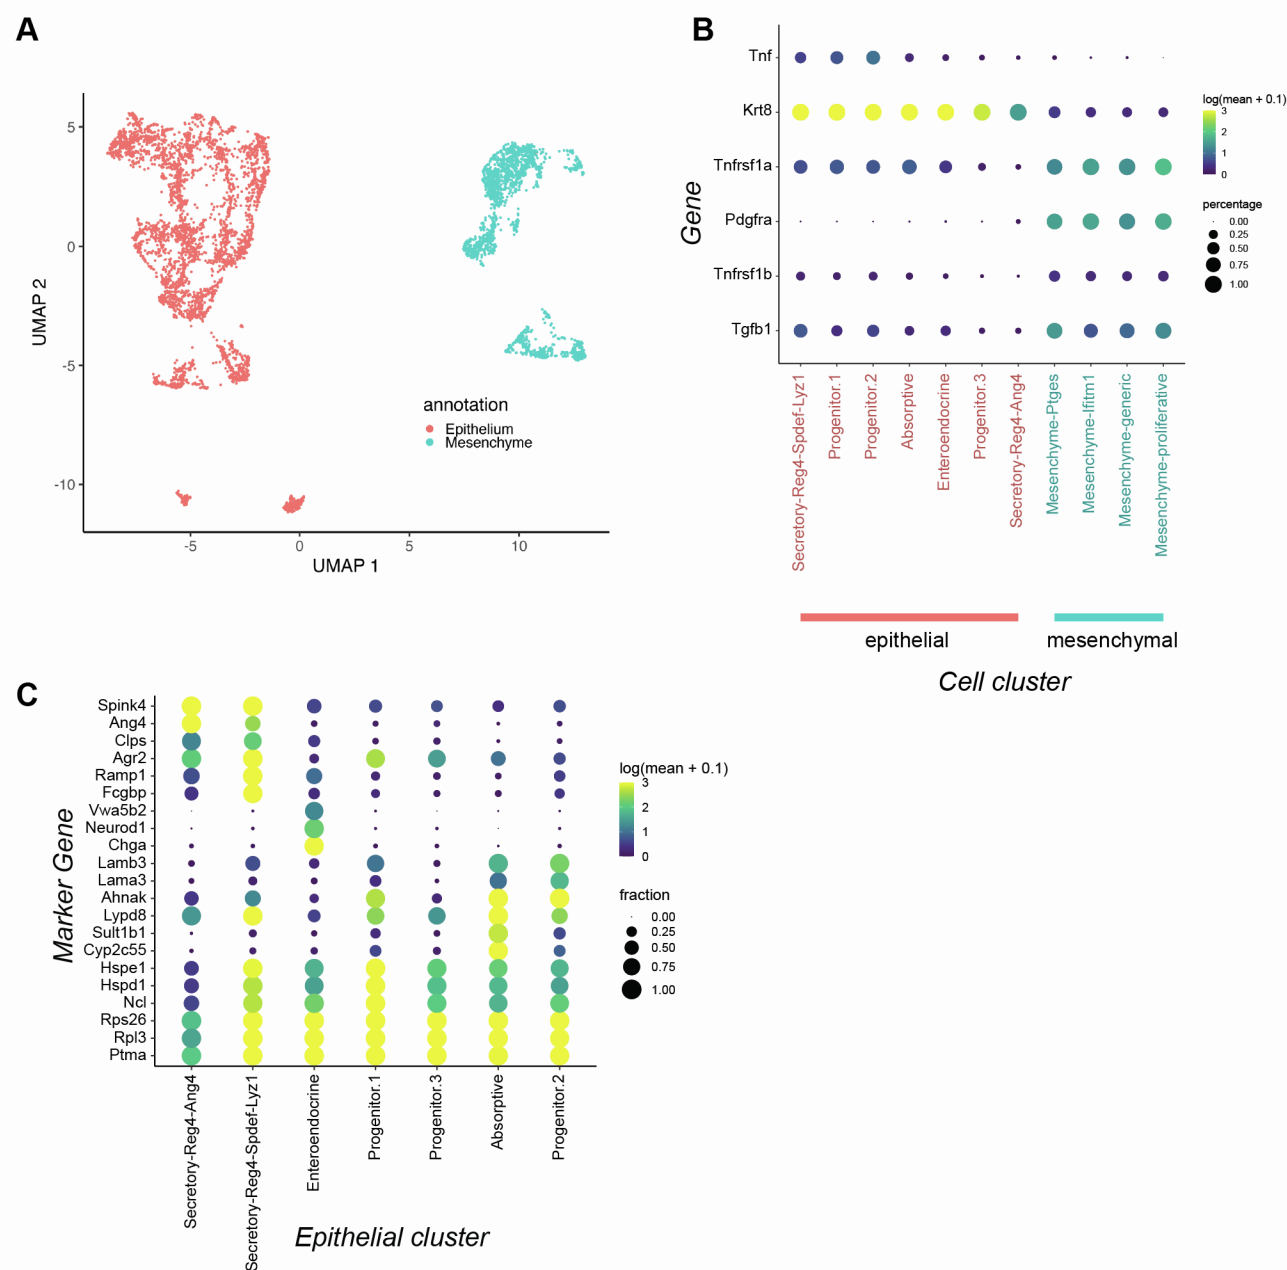

**Figure S5: Single-cell RNA-seq analysis on WT and *Tnfr2*<sup>-/-</sup> colonoids**  
Sc RNA-seq analysis was performed on WT and *Tnfr2*<sup>-/-</sup> colonoids at 7 DPP. **(A-B)** 6,155 cells were recovered in the analysis, of which the majority (4,172 or 68%) were TNF-expressing *Krt8*<sup>+</sup> epithelial cells, and the remainder were colonic mucosal *Pdgfra*<sup>+</sup> fibroblasts expressing TGFb. **(C)** 7 clusters of epithelial cells corresponding to progenitors (3 clusters), absorptive cells (1 cluster), and secretory cells (3 clusters) were identified.

How the deposited data were processed for this re-analysis (not part of the article)

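RNA of sorted EpCAM+ cells from the distal colon of 16 mice was analysed: 3 controls and 4 mice labelled knockout after DSS, and 4 controls and 5 mice labelled knockout given water. Groups, replicate numbers, cage and sex were taken from the sample labels and the paper. The authors made stranded libraries, sequenced single reads of 75 bases, quantified them with kallisto and tested genotype within each treatment with sleuth. The paper does not name the transcript release or genome build.

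The authors deposited 2 tables, one for each treatment, with TPM per transcript and mouse. From the values, only transcripts annotated as APPRIS principal isoforms are listed, so other isoforms are left out and the TPM of a mouse add up to between 487469 and 861109. Each table had 29373 lines, of which 385 repeated another with equal values and were dropped, leaving 28988 transcripts of 22420 Ensembl genes. The TPM were scaled between the mice of a table, as sleuth does by default, and the tables were scaled separately. The deposited p-values and q-values are those of the authors' sleuth test of genotype within a treatment. The authors' tables also hold the mean natural log of the estimated counts over the mice of the table, and a log2 ratio of the mean TPM of the genotypes, which was recomputed from the TPM without difference. No column of another sample was present. Of the transcript identifiers, 27827 (96.0%) had the same version in GENCODE M21 on GRCm38, and all 28988 were found there with the version ignored. Gene positions are from that annotation.

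TPM was summed over the listed transcripts of each gene symbol, as the paper describes for GSEA. For 24 symbols, transcripts of several Ensembl genes were summed together. Reads shared between near-identical genes were divided by kallisto, and such genes are uncertain. Genotypes were compared within a treatment by limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with the variance trend, over genes with a mean of at least 1 TPM over the mice compared, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Single genes, as log2(TPM + 1), and set means were compared by exact two-sided permutation of the mice, over 35 splits after DSS and all splits of 4 and 5 in the water-treated mice. The test was run on simulated data with 200 genes changed by a known amount. These data were independent normal draws around the genes' own means, with variances moderated as limma does. The test called 0 genes where none had been changed. It recovered 91.5% after DSS and 89% in the water-treated mice at a log2 change of 3. Such data meet the assumptions of the test, so recovery in the real data may be lower.

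GSEA was run with fgsea 1.28.0, pre-ranked by the signal-to-noise ratio of TPM with GSEA's minimum SD of 0.2 of the mean, with 10000 random sets, on genes with TPM above 0 in at least 1 mouse compared and sets of at least 5 genes. The 14 sets were the 9 lists of Table S1 (8 cell types and the fetal list), G2/M and S phase lists from Seurat, and lists written by hand for inflammatory response, complement and epithelial-mesenchymal transition. The Hallmark collection named in the paper was not used here. Beside each NES the mice were permuted, and the mean log2(TPM + 1) of the set in each mouse was compared. Principal components were taken from centred, unscaled log2(TPM + 1). The separation of genotypes was tested by a pseudo-F of Euclidean distances with exact permutation.

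Because the tables were normalized separately, tests between them were not run: the comparison of genes and gene sets between DSS-treated and water-treated controls, the interaction of genotype and treatment, and a test of the ratio of spreads. Levels are given in their place. Tests designed for counts were not run, since the tables hold none.

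Replicate numbers are those of the sample labels. Mice with the same number are different animals and were not paired by the paper. A fit with the replicate number as a block was set beside the fit without it. Whether same-numbered mice deviate together was checked by the correlation of their deviations from the group means over genes. Other alternatives were a pseudocount of 0.1, all genes or genes with a mean of at least 5 TPM, rescaling by median-of-ratios factors, quantile normalization, all 4 groups in one fit, array quality weights, cage as a covariate, other ranking statistics, limma's camera, Reactome pathways for the hand-written lists, and leaving out each mouse in turn.

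Precision is limited by the number of mice. The depth of each library is not given by TPM. With 3 mice against 4 the smallest exact p is 0.0286, and with 4 against 5 it is 0.00794. The genes named are *Tnfrsf1b*, the genes the paper names for this epithelium, the called genes of each comparison with the largest change (up to 3 in each direction), and the 3 genes of each called set with the largest change in its direction. This rule was set beforehand, and the passages give a choice of these genes.

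Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.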

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

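The tests of PC2, of the leukocyte markers and of cage were chosen only after the result was seen. The processing settings, gene lists and comparisons were fixed before the data were examined, except where stated.

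In 173 groups of values of 4 or 5 mice, 10 had a mouse far from the others, where about 8.65 would by chance. The measure is the gap between the extreme mouse and its nearest neighbour, divided by the range of the group. A pattern of 10 such mice is therefore close to what chance gives.

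Among the DSS-treated mice labelled knockout, *Ly6a* had 494 TPM in replicate 1 and 262 to 282 TPM in the others (gap 0.915 of the range), *Krt8* had 2281 TPM in replicate 1 against 1697 to 1782 (0.855), *Hells* 9.39 TPM in replicate 1 against 11.6 to 11.7 (0.925) and *Ect2* 3.51 TPM in replicate 3 against 0.749 to 0.934 (0.933). A few genes taking most of the TPM was weighed as a technical explanation: each library was divided by its TPM outside mitochondrial and immunoglobulin genes. The gaps were then 0.904 for *Ly6a*, 0.882 for *Krt8*, 0.865 for *Hells* and 0.928 for *Ect2*, and the mice still stood apart. This explanation is not borne out for these 4 genes. *Ly6a* has 5 listed transcripts and belongs to a gene family, and sharing of reads within it was not tested. Replicate 1 is the only one of these 4 mice in its cage, which it shared with control replicate 3, so for *Ly6a*, *Krt8* and *Hells* cage was weighed as well. The cage mate had 2906 TPM of *Krt8*, and both mice lay above the 5 of the other cage (1552 to 1782 TPM), so cage may explain *Krt8*. For *Ly6a* the cage mate had 158 TPM, on the opposite side of the other cage (262 to 381 TPM), and for *Hells* it had 4.17 TPM, while replicate 1 lay within the range of the other cage (7.03 to 13.9 TPM). Cage as a common shift is not borne out for these genes. No biological explanation was tested, since the mice of a group differ in no other condition.

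In the water-treated mice labelled knockout, *Muc2* had 158 TPM in replicate 4 and 87.1 to 105 TPM in the others (gap 0.745 of the range, 0.720 after the same division, still apart). In the water-treated controls, *Tnfrsf1a* had 28.3 TPM in replicate 4 and 34.1 to 35.2 TPM in the others (0.842). After the division its gap was 0.554 and the mouse no longer stood apart, so a few genes taking most of the TPM may explain it. In the same group, replicate 3 had the lowest mean log2(TPM + 1) of the progenitor 1 list (3.58 against 3.99 to 4.06, gap 0.843, and 0.847 after the division) and of the S phase list (2.35 against 2.68 to 2.73, gap 0.866, and 0.864 after it). The lists stayed apart, and no biological explanation was tested.

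Immunoglobulin genes took up to 49.0% of the TPM of a water-treated library of sorted EpCAM+ cells, a signal the paper does not report. Over the 9 water-treated mice the share was 25.7, 8.64, 1.71 and 32.2% in the controls and 18.6, 49.0, 21.0, 36.9 and 22.0% in the mice labelled knockout. After DSS it lay between 0.0274 and 2.32%. Replicate 3 of the DSS-treated mice labelled knockout held the 2.32%, against 0.0618 to 0.375% in the other 3 (gap 0.862 of the range). RNA from plasma cells is a candidate explanation. Across the 9 water-treated mice the share rose with 8 plasma-cell marker genes that are not immunoglobulin genes (Spearman's rho 1, permutation p = 5.51e-06, adjusted 3.31e-05; Pearson's r 0.926, permutation p = 0.000218, adjusted 0.000653; adjusted over 6 relations). Without the 2 mice farthest from the median of the marker list, r was 0.953. A cage held fewer than 6 mice, so the relation could not be recomputed within cages. Whether the cells were sorted with the epithelium or their RNA was free was not tested.

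On PC2, replicate 2 of the water-treated mice labelled knockout scored 46.7, and the other 4 mice of its group −1.17 to 5.62 (gap 0.858 of the range). It is the mouse with 49.0% immunoglobulin TPM. Over the 9 water-treated mice, PC2 rose with the immunoglobulin share by Pearson's r (0.884, permutation p = 0.00288, adjusted 0.00536), but Spearman's rho was 0.667 (permutation p = 0.0589, adjusted 0.0883), and without the 2 mice farthest from the median share r was 0.639. The relation was weaker without those mice, and immunoglobulin RNA did not meet the level set for it, a rho of at least 0.7 with p under 0.05. Cages were again too small to recompute it.

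Markers of leukocytes were lower in the DSS-treated libraries, by −2.98 on the log2(TPM + 1) scale (14 genes, 4.49 in the water-treated and 1.50 in the DSS-treated mice). For 11 of the 14 genes every DSS-treated mouse lay under every water-treated mouse. No test was run between the separately normalized tables. Separate normalization as the cause was checked by one rescaling of all 16 mice, after which the difference was −3.20, so it does not account for the pattern. More RNA from other cells in the water-treated libraries was taken to need a fall of at least 1 in all 3 lists of other cells, with the epithelial list nearly level. After the rescaling the plasma-cell list fell by 3.09 and the epithelial list by 0.29, but the stromal list differed by −0.99, just short of that level. It missed that level by far less than its spread between mice (SD 0.51 in the water-treated and 0.86 in the DSS-treated mice). The rule therefore cannot decide on a general excess of other cells. The pattern lay mainly in leukocyte and plasma-cell genes. Treatment cannot be told apart from cage or table, so no biological reading is given.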

How the results depend on the processing

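The Reactome pathway for inflammation, the rescaling over all 16 mice, and the settings without immunoglobulin genes or with a mean of at least 50 TPM were chosen only after the result was seen, as was every alternative for the gene sets of the water-treated mice. Where no cause is named below, the cause was not tested.

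PC1 held 48.2% of the variance, and 35.4% with a pseudocount of 0.1, 31.9% with each gene scaled to unit variance, 78.1% on linear TPM, 43.1% without immunoglobulin genes and 70.2% for genes with a mean of at least 50 TPM. PC2 held 6.49%, and in the same settings but the pseudocount 9.85%, 10.5%, 7.46% and 4.60%, and 6.45 to 7.10% across the fits that each left out a mouse. The ratio of spreads, 0.841, was 1.00 with unit variance (above 1 by a margin far under its standard error of 0.0659), 0.474 on linear TPM and 0.774 after rescaling. It stayed between 0.796 and 0.865 with a mouse left out. Genotype separation in water-treated mice had a pseudo-F from 0.97 to 1.25 with a mouse left out, with the exact permutation p from 0.0357 to 0.643.

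After DSS, 1 gene was called. Called were 0 genes with a pseudocount of 0.1 (277 had an unadjusted p under 0.05), with all genes (545) or with the replicate number as a block (169), and 0 to 3 across the fits that each left out a mouse. The smallest adjusted p ranged from 0.00148 (quantile normalization) to 0.292 over all alternatives for this count. With all 4 groups in one fit the 1 gene was *Trp53*, not *Tra2a*. With a mouse left out *Ecscr*, *Sirt2*, *Ttc17* or *Dda1* were called in single fits. These names were chosen after the values were seen, as were *Angptl4*, *Gdpd3*, *Gm8909* and *Tesc* below. In water-treated mice 1 gene was called, and 0 with a pseudocount of 0.1 (558 with an unadjusted p under 0.05), with a mean of at least 5 TPM (373) or with the block (623), 4 with all genes (*Dus2*, *Angptl4*, *Gdpd3*, *Gm8909*), 2 after quantile normalization (*Dus2*, *Tesc*), and 1 to 2 with a mouse left out. Same-numbered water-treated mice, which are different animals, correlated at a mean r of 0.0350, and the block is given only here. For single genes, 162 comparisons with another alternative kept direction and call and 4 lost the call. With a mouse left out 279 did, 5 lost the call and 1 gained it. With the block, *Epcam* (0.0016) and *Acta2* (0.13) changed sign, both far within their errors. With a mouse left out, the log2 fold change after DSS ranged from −0.058 to 0.36 for *Tnfrsf1b*, −0.13 to 0.51 for *Ly6a*, −0.026 to 0.42 for *Tgfb1*, −0.26 to 0.19 for *Krt8*, −0.056 to 0.034 for *Epcam* and −0.46 to 0.14 for *Acta2*.

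Of the 14 gene sets after DSS, 9 were called: 5 when ranked by the signal-to-noise ratio of log2(TPM + 1), 0 by camera (smallest unadjusted p 0.0642) and 2 to 10 with a mouse left out. In water-treated mice 9 were called, 5 among genes with a mean of at least 1 TPM, 0 by camera and 3 to 9 with a mouse left out. For the deep secretory, inflammatory response, complement and epithelial-mesenchymal transition sets in the water-treated mice, 28 other comparisons kept direction and call and 4 lost the call. Camera's mean moderated statistic, set minus other genes, was −1.13 for absorptive, −1.19 for deep secretory, −1.72 for goblet, 0.67 for progenitor 1, −0.87 for progenitor 3, 0.32 for tuft (4 genes, as camera was run without a minimum size), 0.20 for fetal, 0.57 for G2/M, 0.97 for S phase and 0.42 for epithelial-mesenchymal transition (adjusted p 0.467 to 0.730 over the sets). Ranked on log2(TPM + 1), the NES was 1.42 for progenitor 1, 0.42 for progenitor 2, −1.51 for progenitor 3, 0.82 for tuft, 1.07 for fetal and 1.36 for G2/M. With the block it was 0.70 for enteroendocrine, 0.71 for progenitor 2, 0.54 for tuft, 1.22 for G2/M and 1.56 for complement. Ranked by the difference of means, complement was 1.47 and tuft 1.15. Tuft was 0.61 by the moderated statistic, with or without cage. Enteroendocrine was −1.69 among genes with a mean of at least 1 TPM, where tuft had too few genes for GSEA. The Reactome pathways gave −0.96 for complement and −1.16 for inflammation.

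With a mouse left out the NES ranged from −2.51 to −1.08 for deep secretory, −1.79 to 1.15 for enteroendocrine, −2.30 to −1.64 for goblet, 1.05 to 2.32 for progenitor 1, −1.60 to 1.39 for progenitor 2, −2.35 to −1.14 for progenitor 3, −1.18 to 1.67 for tuft, 0.98 to 1.64 for fetal, 0.97 to 2.46 for G2/M, 1.18 to 2.93 for S phase, −1.31 to 2.64 for inflammation, −1.22 to 2.29 for complement and −0.71 to 2.73 for epithelial-mesenchymal transition. Absorptive stayed called, at −2.51 to −1.59. The difference of set means with a mouse left out ranged from −0.20 to 0.074 for enteroendocrine, −0.13 to 0.11 for progenitor 2, −0.12 to 0.53 for tuft, −0.010 to 0.091 for fetal, −0.17 to 0.43 for inflammation, −0.029 to 0.31 for complement and −0.021 to 0.44 for epithelial-mesenchymal transition. With a pseudocount of 0.1 it was 0.0071 for progenitor 2 and −0.33 for progenitor 3 (exact permutation p = 0.0286).

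After rescaling, which shifts all lists down together, the levels after DSS minus water were −0.078 for ribosomal proteins, −0.031 for oxidative phosphorylation, −0.34 for oxidative stress, −0.15 for focal adhesion and −0.46 for TNF signaling. Oxidative stress ranged from −0.048 to 0.087 with a mouse left out.

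Not run were all alternatives for tests between the separately normalized tables, female mice alone included, and the alternatives for counts, which TPM does not hold. Unknown depth leaves it open how much of the spread of low genes is counting error.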

Differences from the paper's values

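No test below was chosen after the result was seen, except those with the Reactome cytokine pathway, with one rescaling of all 16 mice, with percentiles within a mouse and with a mean of at least 50 TPM. The settings named are those set before the data were examined unless stated otherwise.

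The NES of the absorptive list after DSS was −2.34, against the paper's value of about −1.5 in Fig. 3B‴, read by eye. It came within the error of the paper's value when genes were ranked by the signal-to-noise ratio of log2(TPM + 1) (−1.81), by the difference of means (−2.20) or with the replicate number as a block (−2.11), and without control replicate 1 (−1.59) or without replicate 3 (−2.17) or 4 (−2.17) of the mice labelled knockout. The other alternatives did not close the gap. The paper does not state which permutation scaled its NES. Here each NES was scaled by random gene sets. No other scaling was tried, for this list or for the goblet and deep secretory lists below, so the gaps may lie in the scaling.

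For the goblet list the NES was −2.38, against about −1.2 in Fig. 3B‴ of the paper, read by eye. Only the fit without control replicate 3 (−1.64) came within the error of it.

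For the deep secretory list the NES was −2.45, against about −1.1 in Fig. 3B‴ of the paper, read by eye. The signal-to-noise ratio of log2(TPM + 1) (−1.80) and the fits without control replicate 3 (−1.08) and without replicate 2 of the mice labelled knockout (−2.19) came within the error, and the other alternatives did not.

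From its enrichment analysis, the paper proposes reduced inflammation in the knockout after DSS, and Fig. 3B′ places the inflammatory response and complement sets on the side of the control. The lists used here were written by hand and are not the Hallmark sets that the paper names, so unlike lists are compared. The NES here was 0.96 and 1.04, on the other side and not called. It lay on the paper's side with the Reactome cytokine pathway, which was chosen after seeing the values (−1.16, adjusted p = 0.192), with the Reactome complement pathway (−0.96, adjusted p = 0.600), in 3 of the 7 fits that each left out a mouse for the inflammatory list (down to −1.31) and in 2 of 7 for the complement list (down to −1.22). None of these called the set. On the other side, the complement list was called higher by the difference of means (1.47), with the replicate number as a block (1.56) and in 2 of the 7 fits with a mouse left out (up to 2.29), and the inflammatory list in 1 of them (2.64).

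PC1 held 48.2% of the variance (jackknife standard error 4.40), against about 68% in Fig. 3B of the paper, read by eye, a gap well beyond the error, though the ratio of the shares is under 1.5. On the linear TPM scale the share was 78.1%, and with genes of a mean of at least 50 TPM, a setting chosen after seeing the values, it was 70.2%. The other alternatives stayed at 50.9% or lower.

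The paper describes variable changes after DSS, and Fig. 3B shows DSS-treated mice more spread than water-treated mice. The mean distance to the group's centre was here 0.841 times as large in the DSS-treated mice, and PC2 ranged from −17.7 to 14.1 after DSS and from −63.6 to 46.7 in the water-treated mice. The ratio reached 1.00 with each gene scaled to unit variance, and no other alternative reached 1.

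The paper states that TNF signaling and oxidative stress pathways rose after DSS in control mice (Fig. S3). The mean log2(TPM + 1) of the TNF and NF-kB list differed by −0.17, and the oxidative stress list was level (6.20 and 6.21). One rescaling of all 16 mice, chosen after seeing the values, shifts all lists down together, and these differences were then −0.46 and −0.34. By the mean percentile of the genes within a mouse, which no such scaling moves, TNF and NF-kB signaling was at 78.9 in the water-treated and 76.5 in the DSS-treated controls, and oxidative stress at 92.2 and 91.7. For the ribosomal protein genes, which the paper also reports as higher, the percentiles were slightly higher after DSS (92.6 and 93.0), within the spread between mice. So were those of oxidative phosphorylation (88.4 and 88.7), which the paper's text does not name. Focal adhesion, which the paper reports as higher, was at 79.7 and 79.4, not higher by this measure. Oxidative stress was higher by 0.03 with a pseudocount of 0.1, and by up to 0.09 with a mouse left out. The mean of the leukocyte markers was 4.49 in the water-treated and 1.50 in the DSS-treated mice. How far RNA of leukocytes moved the lists was not tested, so a rise within epithelial cells is left open.

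The paper reports loss of *Tnfr2* RNA in sorted EpCAM+ cells of the knockout by qPCR (Fig. S1). In these libraries *Tnfrsf1b* had a log2 fold change of 0.14 after DSS and −0.23 in the water-treated mice, and neither was called in any alternative. These values cover the whole listed transcript, and loss of the floxed exon alone need not lower them. They are therefore not a like measure to set against the paper's qPCR.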

Other observations

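The tests of sample labels, of splits of the mice, of gene sets in the water-treated mice, of the complement and epithelial-mesenchymal transition lists, of the single control mouse, of cage, of the spread without immunoglobulin genes and of *Tra2a* and *Dus2* in the other treatment were chosen only after the result was seen.

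*Tnfrsf1b* was not lower in the libraries labelled knockout after DSS, and lower by less than the spread in the water-treated mice. RNA from leukocytes, which carry *Tnfrsf1b* and are not targeted by *Vil1*-Cre, is a candidate explanation. Across the 9 water-treated mice its TPM rose with the leukocyte list, but not beyond the level set (Spearman's rho 0.583, permutation p = 0.108, adjusted 0.130 over 6 relations; Pearson's r 0.626, permutation p = 0.0763, adjusted 0.0915). Without the 2 mice farthest from the median of the list r was 0.759, and cages held too few mice to recompute it. After DSS, when leukocyte markers were lowest, *Tnfrsf1b* was no lower either. Mislabelled mice were checked by Y-linked genes: *Eif2s3y* (18.8 to 32.4 TPM) and *Ddx3y* (4.43 to 9.76 TPM) were present in the 4 mice labelled male and listed at 0 in the 12 labelled female, so all 16 follow their sex labels. A swap of genotypes between mice of one sex would not show in these genes. A swap would leave the libraries of deleted mice low in *Tnfrsf1b* under another label only if the deletion lowers this TPM. No library stood out as low (13.3 to 27.0 TPM after DSS and 9.23 to 15.5 TPM in the water-treated mice). Loss of the floxed exon alone need not lower this TPM, so these values cannot decide on a swap. A deletion that leaves the rest of the transcript to be sequenced was not tested, since the values are per transcript.

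*Ly6a*, which the paper reports as higher in the knockout at d 12 by in situ hybridization, had 284 ± 114 TPM in the DSS-treated controls (SD, n = 3) and 328 ± 111 TPM in the mice labelled knockout (n = 4, exact permutation p = 0.571), and 135 ± 25.0 and 146 ± 40.0 TPM in the water-treated mice (n = 4 and 5, exact permutation p = 0.706). *Muc2*, whose protein the paper finds reduced, had 76.9 ± 71.95 and 33.8 ± 12.4 TPM after DSS (exact permutation p = 0.314, n = 3 and 4), and *Reg4* had 321 ± 218 and 156 ± 74.5 TPM (exact permutation p = 0.229, n = 3 and 4). In the water-treated mice *Reg4* was higher in those labelled knockout, at 505 ± 165 and 921 ± 319 TPM (exact permutation p = 0.0635, n = 4 and 5). *Lgr5* had 5.18 ± 1.64 and 8.27 ± 1.75 TPM after DSS (exact permutation p = 0.143, n = 3 and 4). Its direction was the reverse in the water-treated mice, at 2.62 ± 0.77 and 1.65 ± 0.62 TPM (exact permutation p = 0.0794, n = 4 and 5). *Myc* was under 1 TPM in all mice on its 1 listed transcript. Reads assigned to its other isoforms would be left out, so this does not show that the gene was silent.

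How often other splits of the mice give as many calls was counted. After DSS, 4 of the 8 splits that part the same-numbered pairs as the genotypes do, and 10 of all 35 splits, called at least 1 gene, the real split included. The largest count was 60 genes, for controls 2 and 3 with mice labelled knockout 1 and 4 against the other 3 mice. Those are the 4 mice with the lower levels of 12 stromal marker genes (2.63 to 3.15) and the 3 with the higher (4.12 to 4.60), which was noticed after the values were seen. In the water-treated mice 8 of 16 such splits, and 51 of 100 drawn from all splits, called at least 1 gene. The split by cage, which is also the split by sex, called 4 genes (*Eif2s3y* and *Ddx3y*, which are Y-linked, *E2f5* and *Gm26992*, named after the values were seen). By the number of calls alone, cage or sex and genotype cannot be told apart. The gene called between the genotypes, *Dus2*, was not among these 4, and it was still called with cage as a covariate. For gene sets after DSS, 3 of the 8 splits and 17 of the 35 called at least 9 of the 14 sets, and in the water-treated mice 7 of 16 and 26 of 100 did, with 8 sets called in the split by cage. With 8 or 16 comparable splits a share under 0.05 is out of reach, and over all splits the genotypes gave no more calls than many other groupings. Other splits part fewer same-numbered mice.

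Of the 4 sets lower in the DSS-treated mice labelled knockout, deep secretory, goblet and progenitor 3 may rest on 1 control mouse. Without control replicate 3, absorptive was still called lower (NES −2.22), 1 of the 4 sets, against 4 of 4 without any other single mouse. With cage as a covariate 4 of the 4 were called. The cage of control replicate 3 held 1 other mouse, labelled knockout. This fit therefore cannot decide whether that control stood high because of its cage. For deep secretory the mean log2(TPM + 1) of both mice of this cage (6.04 and 5.17) lay above the 5 of the other (4.78 to 5.15). For absorptive, goblet and progenitor 3 this was not so. For deep secretory, goblet and progenitor 3, a difference of genotype and a difference of 1 animal cannot be told apart.

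A hypothesis was that the called epithelial-mesenchymal transition list follows RNA from stromal cells. Across the 9 water-treated mice, where the list was lower in those labelled knockout (NES −2.54), its mean without shared genes rose with the stromal list (Spearman's rho 0.917, permutation p = 0.00131, adjusted 0.00394; Pearson's r 0.944, permutation p = 0.000141, adjusted 0.000653). Without the 2 mice farthest from the median r was 0.970, and no cage held 6 mice. This is consistent with stromal RNA in the libraries and leaves a change within epithelial cells open. After DSS the mice fall into separate clusters of 4 and 3 on the stromal list, with a gap of 49.2% of the range between them. A gap above 40% was taken to part clusters, a level chosen after the values were seen. The epithelial-mesenchymal transition list without shared genes lay between 3.29 and 3.58 in the 3 mice with more stromal RNA and between 2.52 and 2.70 in the other 4, so the lists rise together between the clusters. The clusters are too small for a correlation within them, and none over all 7 mice is given, although that relation is one of the 6 adjusted over. The complement list in the water-treated mice (NES −2.06) did not follow the leukocyte list (Spearman's rho 0.35, permutation p = 0.359, adjusted 0.359; Pearson's r 0.177, permutation p = 0.649; r 0.407 without the 2 farthest mice). The inflammatory response list was also called lower in the water-treated mice labelled knockout (NES −1.83, adjusted p = 0.00079, and 0.00076 to 0.752 over its alternatives that kept all mice). Permutation of the mice gave p = 0.397, and its means of 3.13 ± 0.12 and 2.95 ± 0.32 were within the spread between mice (SD, n = 4 and 5, exact permutation p = 0.373).

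The called genes may be differences of isoforms rather than of genes. An effect of genotype whatever the treatment was tested in the other treatment, where *Tra2a* differed by 0.71 on the log2 scale and *Dus2* by −0.22, each with overlapping genotypes, so neither held. Of the 31-base windows of the listed transcript, 0% for *Tra2a* and 3.99% for *Dus2* are in no other transcript of the gene (5 and 6 transcripts in the annotation), against a median of 40.9% over 11786 genes and 91.6% for *Tnfrsf1b*. Movement of reads to isoforms that the tables leave out is consistent with these values, and the isoforms themselves were not analysed here.

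The spread between mice was smaller after DSS than in the water-treated mice (0.841 times). Fewer reads behind the water table as the cause would leave genes with a mean of at least 50 TPM at a ratio of 1 or more, and their ratio was 0.845. Immunoglobulin RNA as the cause would bring the ratio to 1 or more without those genes, and it was 0.893. Neither accounts for it alone. Sex and cage differ between the treatments and were not tested, since a test would cross the tables.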
